# Compromised COPII vesicle trafficking leads to glycogenic hepatopathy

**DOI:** 10.1242/dmm.050748

**Published:** 2024-09-30

**Authors:** Yuxi Yang, Xue Zhang, Qingshun Zhao, Jingzi Zhang, Xin Lou

**Keywords:** COPII vesicle, Liver disease, Glycogenic hepatopathy, Thyroid hormone, Zebrafish

## Abstract

Being a vital cellular process, coat protein complex II (COPII) vesicle trafficking has been found to play a crucial role in liver metabolism. However, its functions and the underlying mechanisms in systemic metabolic homeostasis have not been fully understood. Here, with a newly identified gene trap zebrafish line (*sec31a^nju221^*), we show that compromised COPII vesicle trafficking leads to biphasic abnormal hepatic metabolism. During the larval stage, deficiency of COPII-mediated trafficking leads to activation of the unfolded protein response and the development of hepatic steatosis. By using epistasis analysis, we found that the eIF2α–ATF4 pathway serves as the primary effector for liver steatosis. In adult *sec31a^nju221^* fish, the hepatosteatosis was reversed and the phenotype switched to glycogenic hepatopathy. Proteomic profiling and biochemical assays indicate that *sec31a^nju221^* fish are in a state of hypothyroidism. Moreover, our study shows that thyroid hormone treatment alleviates the metabolic defects. This study provides insights into processes of liver diseases associated with vesicle trafficking impairments and expands our understanding of the pathological interplay between thyroid and liver.

## INTRODUCTION

Serving as an ancient and essential route in eukaryotes, the coat protein complex II (COPII) mediates forward trafficking of protein and lipid cargoes from the endoplasmic reticulum (ER) to the Golgi apparatus (Bethune and Wieland, 2018; Zanetti et al., 2011). The liver houses many metabolic processes, including the production and secretion of lipids and proteins based on physiological conditions; thus, COPII vesicle trafficking in the liver is of particular importance in systemic metabolic homeostasis. Clinical studies have shown that variants in COPII components or accessory factors are associated with a wide spectrum of metabolic disorders, ranging from isolated recurrent acute liver failure to a multisystemic phenotype (Garcia-Cazorla et al., 2022; Yarwood et al., 2020). Analyses of animals carrying COPII mutations have started to provide us with critical information about why a similar trafficking defect can cause different diseases (Lu and Kim, 2020). However, owing to the complex interactions among tissues and organs, as well as the presence of COPII paralogs, many pieces of this puzzle are still missing.

As a key component of the outer coat, Sec31a (and its paralog Sec31b) binds to Sec13 to form heterotetramers, and these complexes constitute the edges of the of COPII cage (Gurkan et al., 2006). Genetic studies on human patients demonstrated that variants in *SEC31A* could cause pronounced neurological abnormalities along with defects in other organs (Halperin et al., 2019). Given that reported cases are scant and no vertebrate genetic model has been reported so far, the pathological features led by Sec31a deficiency have not been fully characterized and analyzed.

Characterized by excessive accumulation of glycogen in hepatocytes, glycogenic hepatopathy is an underdiagnosed liver complication seen in patients with diabetes, eating disorders, Dumping syndrome and other maladies (Kransdorf et al., 2016; Resnick et al., 2011; Umpaichitra, 2016). The clinical manifestations of glycogenic hepatopathy include hepatomegaly, abdominal pain and elevated liver enzyme levels (Khoury et al., 2018; Sherigar et al., 2018). The pathophysiology of glycogenic hepatopathy is poorly understood, partly hindered by the absence of suitable animal models. Currently, researchers speculate that it is the consequence of recurrent wide fluctuation in both glucose and insulin levels (Sherigar et al., 2018). Additionally, there has been limited exploration into the involvement of other metabolism-regulating organs, such as the thyroid, in its development.

In the current study, we provide *in vivo* evidence demonstrating that compromised COPII vesicle trafficking leads to biphasic abnormal hepatic metabolism. We identified a gene trap zebrafish line, *sec31a^nju221^*, which bears a hypomorphic mutation of *sec31a*. Phenotyping analysis showed that the unfolded protein response (UPR) was specifically activated in the liver of *sec31a^nju221^* larvae and hepatic steatosis was induced. Epistasis analysis based on gene knockouts was performed and the eIF2α–ATF4 pathway was found to serve as the primary effector for liver steatosis. In the livers of adult *sec31a^nju221^* fish, the phenotypes switched to a drastic decrease of lipid droplet deposition and an excessive accumulation of glycogen granules. The integration of proteomic profiling and biochemical assays indicated that *sec31a^nju221^* fish are in a state of hypothyroidism. Furthermore, we performed a rescue experiment and found that supplementation of thyroid hormone could partially reverse the hepatic metabolic defects in *sec31a^nju221^* fish. The data presented in this work demonstrate that *sec31a^nju221^* fish can serve as a vertebrate genetic model for glycogenic hepatopathy. This study also provides mechanistic insights into liver disease processes and previously undescribed thyroid–liver pathological interactions caused by vesicle trafficking deficiency.

## RESULTS

### Compromised COPII-mediated transport causes steatohepatitis in zebrafish embryos

In a Tol2 transposon-mediated gene trapping screen to search for previously unidentified regulators of animal development (Hou et al., 2017), we identified the NT-1254 zebrafish line, in which the GFP reporter demonstrated a dynamic expression pattern with strong signals evident in liver from 72 h post fertilization (hpf) that persisted into adulthood (Fig. S1; Fig. 1A). 5′ RACE (rapid amplification of cDNA ends) was used to identify the gene trapped in the NT-1254 line and the sequencing result indicated that the gene-trapping element was integrated within the 21st intron of the *sec31a* locus, resulting in a transcript that encodes a fusion protein lacking 352 amino acids on the C-terminal of Sec31a (Fig. 1B). At 24 hpf, homozygous mutant embryos from in-crosses of heterozygous fish showed shorter yolk extension and defects in fin fold growth (Fig. S2). To confirm that mutation of *sec31a* represents the causal event in the phenotype, mRNA encoding wild-type Sec31a was injected at the one-cell stage and the morphological defects in homozygous mutant embryos were efficiently rescued (Fig. S2); thus, we designated this trapping allele as *sec31a^nju221^* and use *sec31a^nju221^* to refer to homozygous mutants. As Sec31a encodes an essential component of the COPII coat, we monitored protein trafficking in *sec31a^nju221^* embryos using fluorescent protein reporters: GalT-BFP destined for the trans-Golgi network and mYFP destined for the plasma membrane. Live images acquired with confocal microscopy showed that in *sec31a^nju221^* embryos, the signal intensity of both reporters at target compartments was greatly reduced compared to that in the wild-type siblings (Fig. 1C,D), suggesting that COPII-mediated transport is compromised. Sec31a and Sec31b interact with Sec13 to form heterotetramers that serve as the edges of the COPII lattice, and it has been reported that mutation in the zebrafish *sec13* gene leads to malformation of the skeleton cartilage and hypoplasia of digestive organs (Niu et al., 2012). Interestingly, the development of the head skeleton and digestive organs was largely normal in *sec31a^nju221^* embryos, except for slightly delayed calcification of cranial bones and defective formation of the intestinal epithelium (Fig. S3). Co-immunoprecipitation analysis also revealed that the Sec31aΔC352-GFP fusion protein partially retained the ability to form homodimers and bind with both wild-type Sec31a and Sec13 (Fig. S4). These results indicated that *sec31a^nju221^* is a hypomorphic mutation, enabling us to examine the phenotypic consequences of compromised COPII-mediated trafficking at later stages.

**Fig. 1.**
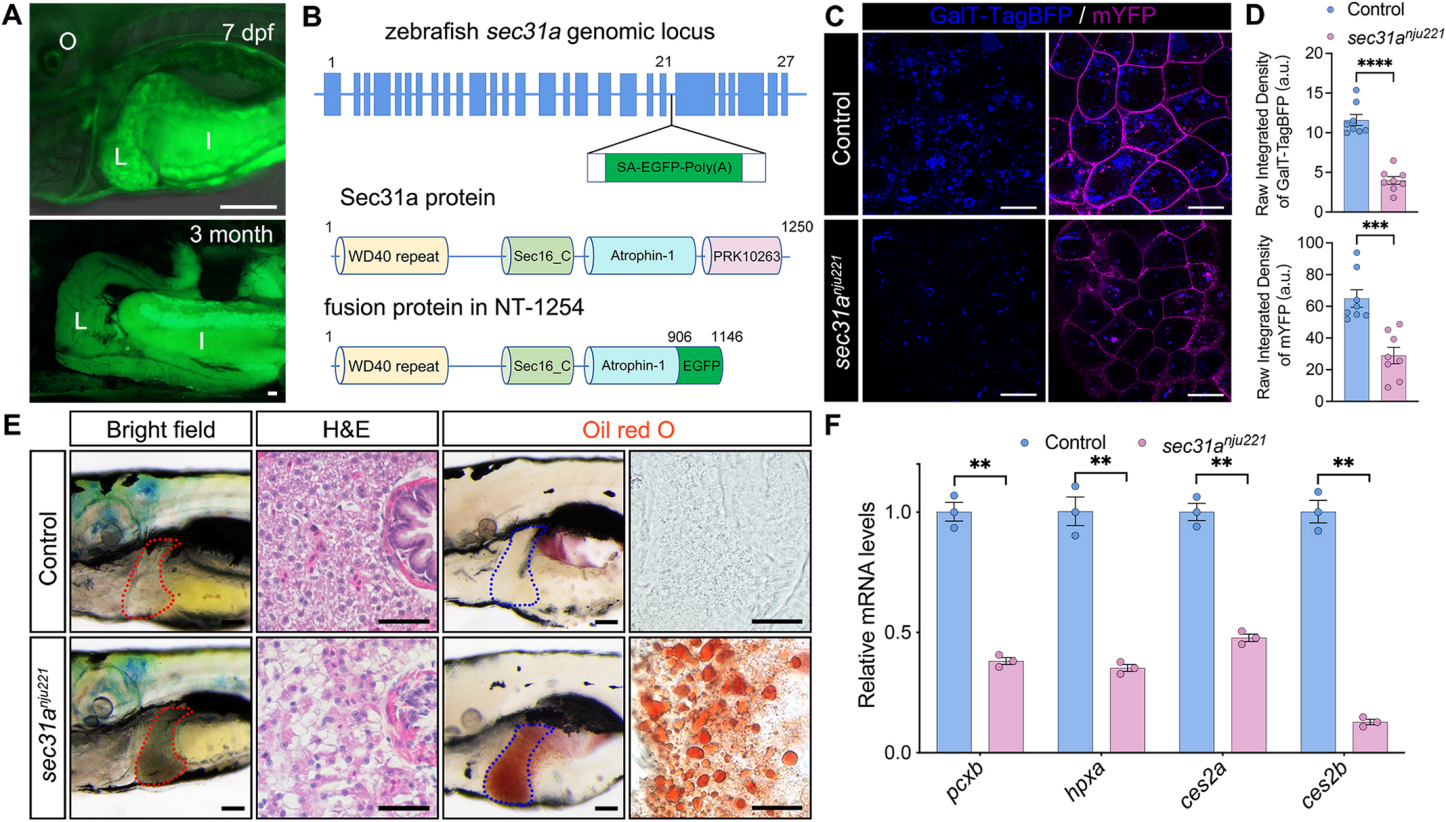
**Deficiency of COPII-mediated trafficking in *sec31a^nju221^* mutants leads to the development of hepatic steatosis.** (A) GFP expression pattern in the zebrafish trapping line NT-1254 at the indicated stages. Lateral views, head to left. I, intestine; L, liver; O, otic capsule. Images are representative of eight fish at each stage. Scale bars: 200 μm. (B) Upper panel: zebrafish *sec31a* genomic locus. The transposon is inserted into the 21st intron. Lower panel: schematic representations of the domain structure of the zebrafish Sec31a protein and the fusion protein in NT-1254 fish. (C) Live-cell imaging of shield stage zebrafish embryos injected with the trans-Golgi network reporter GalT-BFP (blue) and the plasma membrane reporter mYFP (magenta). Scale bars: 20 μm. (D) Quantification of GalT-BFP and mYFP fluorescence intensity (*n*=6). a.u., arbitrary units. ***P<0.001; ****P<0.0001 (unpaired two-tailed Student's *t*-test). (E) Left: bright-field images depicting the liver of live zebrafish larvae. Middle: Hematoxylin and Eosin (H&E) staining of liver from 7 dpf zebrafish larvae. Right: Oil Red O staining of 7 dpf zebrafish larvae. For bright-field and ORO staining images, livers are outlined with dashed lines. Scale bars: 100 μm (bright-field images); 20 μm (H&E and Oil Red O images). Images are representative of 20 fish within each group. (F) Quantitative PCR analysis of RNA samples extracted from livers of 7 dpf larvae. Data are mean±s.e.m. **P<0.01 (unpaired two-tailed Student's *t*-test).

By 5 days post fertilization (dpf), *sec31a^nju221^* larvae exhibited a dark-colored liver (Fig. 1E), which suggested steatohepatitis. Histological analyses of *sec31a^nju221^* larvae showed ballooning of hepatocytes with an amassed presence of macrovesicles, and Oil Red O (ORO) staining revealed extensive accumulation of lipid droplets in the liver (Fig. 1E). We also found that the expression of genes involved in key hepatocyte processes was decreased in *sec31a^nju221^* larvae, such as *pcxb* (involved in carbohydrate metabolism), *hpxa* (involved in iron transport), and *ces2a* and *ces2b* (involved in xenobiotic metabolism) (Fig. 1F). Taken together, these data indicate that impairment of COPII-mediated trafficking in *sec31a^nju221^* larvae leads to the development of hepatic steatosis, which is accompanied by decreased liver function.

### The eIF2α–ATF4 pathway acts as the primary mediator for liver steatosis in *sec31a^nju221^* larvae

In order to determine the effect of deficiency of COPII-mediated trafficking, low-input RNA sequencing (RNA-seq) was performed using livers dissected from 5 dpf larvae. In the livers from *sec31a^nju221^* larvae, the expression of a total of 1486 genes was significantly altered (515 downregulated genes and 971 upregulated genes) (fold change >2, false discovery rate <0.001) (Fig. S5A). Gene Ontology (GO) enrichment analysis revealed that the differentially expressed genes in *sec31a^nju221^* samples were involved in protein processing and transport, the UPR and lipid metabolism (Fig. S5B). We confirmed the reliability of expression data obtained from low-input RNA-seq by quantitative PCR (qPCR) and found that the change in the expression of representative genes from enriched gene sets was comparable (Fig. S5C). In addition, enrichment analysis in transcription factor targets showed that a significant portion of the upregulated genes are transactivated by mediators of the UPR such as Atf3, Xbp1, Atf6 and Srebp1 (also known as Srebf1) (Fig. S5D). Furthermore, reverse-transcription PCR showed robust *xbp1* mRNA splicing in livers from *sec31a^nju221^* larvae, and no obvious signal change was noted in the remaining parts of the body (Fig. S5E). These data demonstrate that the UPR is specifically activated in the liver of *sec31a^nju221^* larvae.

Previous studies have demonstrated that ER stress can induce hepatic steatosis. Various mechanisms, such as SREBP activation, diminished cholesterol secretion and reduced fatty acid oxidation, have been proposed to underlie this pathological change (DeZwaan-McCabe et al., 2017; Jo et al., 2013; Kammoun et al., 2009; Rutkowski et al., 2008). Nevertheless, the specific roles of distinct arms of the UPR and their downstream effectors in the induction of hepatic steatosis have not been thoroughly investigated. To address the involvement of various UPR branches in hepatic steatosis developed in *sec31a^nju221^* larvae, we used CRISPR/Cas9 technology to knock out genes encoding downstream transcription factors: *xbp1*, *atf4a*, *atf4b* and *atf6* (Figs S6-S8). As Srebp1 and Srebp2 (also known as Srebf2), the master transcription factors regulating lipid synthesis, are activated by ER stress in a manner similar to Atf6 (Ye et al., 2000), we also disrupted *srebp1* and *srebp2* to investigate their contribution (Figs S9 and S10). Interestingly, hepatic lipid accumulation in *sec31a^nju221^* larvae was significantly decreased when *atf4a* and *atf4b* (hereafter *atf4a/b*) were depleted simultaneously (Fig. 2A,B; Table S1). When *xbp1* was disrupted, the triglyceride content in the liver of *sec31a^nju221^* larvae was substantially increased, whereas the loss of *atf6*, *srebp1* or *srebp2* showed no noticeable impact on the phenotype (Fig. 2A,B; Table S1).

**Fig. 2.**
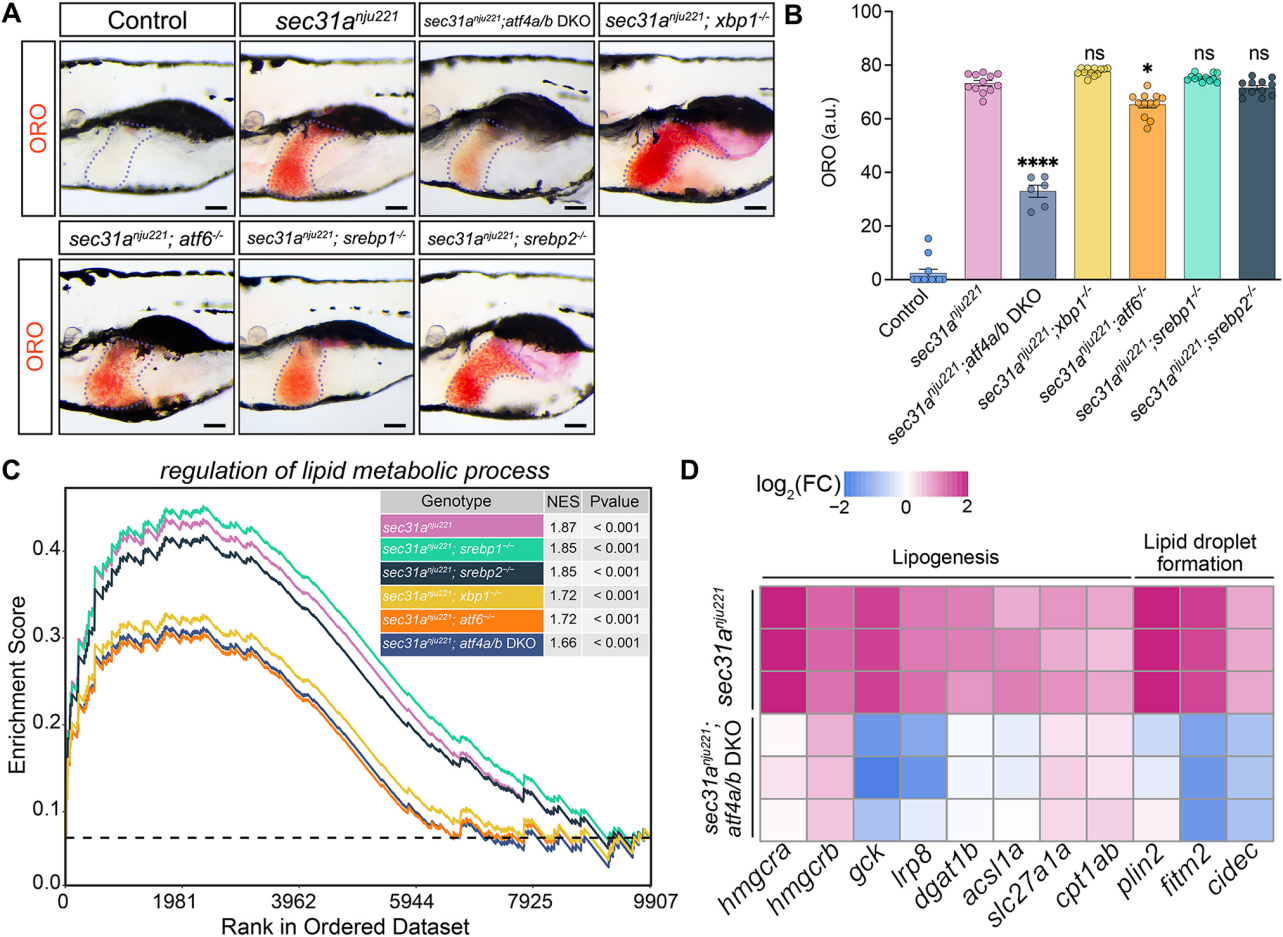
**Epistasis analysis indicates that the ATF4 pathway serves as the main mediator for liver steatosis in the *sec31a^nju221^* background.** (A) Oil Red O (ORO) staining of 7 dpf zebrafish larvae. Livers are outlined with dashed lines. Scale bar: 100 μm. (B) Quantification of ORO staining in livers as shown in A. Each data point represents an individual animal with bars representing mean±s.e.m. Comparison between groups was undertaken using one-way ANOVA with Tukey's multiple comparisons test. For A,B, *n*=6 for the *sec31a^nju221^*; *atf4a/b* DKO group, and *n*=12 for all other groups. a.u., arbitrary units. ns, not significant; *P<0.05; ****P<0.0001. (C) Gene set enrichment analysis (GSEA) of RNA-seq expression values from larvae livers showing distinct separation of different genotypes. NES, normalized enrichment scores. Statistical analysis was performed using an empirical phenotype-based permutation test embedded in GSEA. (D) Heatmap showing the expression levels of genes involved in lipogenesis and lipid droplet formation in livers from *sec31a^nju221^* and *sec31a^nju221^*; *atf4a/b* DKO larvae. FC, fold change.

To gain molecular-level insights into the epistasis revealed by the ORO staining experiment, we dissected livers from these zebrafish lines at 7 dpf and performed low-input RNA-seq. 

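Low-input RNA-seq counts from livers dissected at 7 dpf were analysed for 7 genotypes, with 3 libraries each. These were wild type (WT), *sec31a nju221* and 5 double mutant lines in which *atf4a/b*, *xbp1*, *atf6*, *srebp1* or *srebp2* was also disrupted. The authors mapped paired reads to GRCz11 with HISAT2 and counted them on Ensembl genes with FeatureCounts, and the deposited values are whole-number counts without normalization. The total count per library was 22974403 to 23095746 (median 23075869) in WT and 20539492 to 20597028 (median 20570414) in *sec31a nju221*. It was 11621748 to 11666806 (median 11634869) in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. The *xbp1* double mutant had 10806061 to 10811308 counts (median 10808041), and the *atf6* double mutant 9608400 to 9611212 (median 9608868). The *srebp1* double mutant had 20574952 to 20712764 counts (median 20631253), and the *srebp2* double mutant 18918025 to 19007022 (median 18962565). A single gene, *apoa2*, took 28.0% to 28.3% of the counts in WT and 11.3% to 11.7% in *sec31a nju221*. Values are therefore given as CPM (each gene's count relative to the scaled library total) after TMM normalization in edgeR, which corrects for such shares. The share of *apoa2* does not account for all of the scaling. It was 9.8% to 9.9% in the *xbp1* double mutant, with TMM factors of 2.083 to 2.088, against 0.761 to 0.7616 in *sec31a nju221*. Before scaling, 21674 to 23458 genes reached 1 CPM in the *xbp1*, *atf6* and *atf4a/b* double mutant libraries, and 11627 to 15433 in the others.
The 3 libraries of each genotype differed by little more than the sampling noise of read pairs and were counted as 1 sample. The variance of a gene's count between them, divided by its mean and estimated from the median over genes, was 1.73 to 1.83 over the 7 genotypes. Even counts made up 54.7% to 60.0% of the low counts, against 50.2% if single reads had been counted, and the pairs of reads this implies give a ratio of 1.68 to 1.79. For genes with 2000 to 10000 counts, the ratio was 1.86 to 2.24, where a coefficient of variation of 10% between dissections would give 36.5 to 42.3. It was 2.18 to 3.15 above 10000 counts, where the mean over genes was higher, at 3.934 to 9.755. Differences between genotypes therefore have no replicate check. Ranges below are over the 3 libraries, and tests compare those libraries, not the genotypes.
edgeR's quasi-likelihood test was run on the 31100 genes with a total of at least 10 normalized counts. With a fold change above 2 and a false discovery rate below 0.001, it called 4748 genes between *sec31a nju221* and WT, of which 2318 were higher and 2430 lower in *sec31a nju221*. Between the libraries labelled *sec31a nju221*; *atf4a/b* DKO and *sec31a nju221* it called 7085 genes (1910 higher, 5175 lower), and between *sec31a nju221*; *xbp1-/-* and *sec31a nju221* 5998 genes (1099 higher, 4899 lower). The *atf6*, *srebp1* and *srebp2* double mutants differed from *sec31a nju221* in 7561, 5242 and 7475 genes. The count for *sec31a nju221* against WT fell to 68 with a single summed library per genotype and an assumed coefficient of variation of 0.4. It rose to 11516 at a false discovery rate below 0.05 with any fold change, where the libraries labelled *sec31a nju221*; *atf4a/b* DKO had 6785 genes higher and 7746 lower than *sec31a nju221*, and *sec31a nju221*; *xbp1-/-* had 5441 higher and 7640 lower. The direction of most calls in 3 double mutants depended on the scaling. With TMM factors taken from the 5238 genes with a mean of at least 10 CPM, chosen after the data were seen, log2 fold changes against *sec31a nju221* were 1.22 higher in the libraries labelled *sec31a nju221*; *atf4a/b* DKO, 1.20 higher in *sec31a nju221*; *xbp1-/-* and 1.44 higher in the *atf6* double mutant. The calls were then 13519 higher and 1972 lower, 13269 higher and 1083 lower, and 15467 higher and 1564 lower. The shift between *sec31a nju221* and WT was 0.10.
The disrupted genes were read first. *sec31a* (ENSDARG00000021082) had 19.5 CPM in WT (19.4 to 19.7), 2.64 CPM in *sec31a nju221* and between 2.04 and 4.94 CPM in the double mutants. Its paralog *sec31b* (ENSDARG00000002916) had 1.82 CPM in WT and 7.69 CPM in *sec31a nju221*. *xbp1* (ENSDARG00000035622) had 104 CPM in *sec31a nju221* and 0.384 CPM in *sec31a nju221*; *xbp1-/-*. *atf6* (ENSDARG00000012656) had 328 CPM in *sec31a nju221* and 4.39 CPM in its double mutant. *srebf1* (ENSDARG00000067607) was low throughout, with 1.58 CPM in *sec31a nju221* and 0.457 CPM in the *srebp1* double mutant. *srebf2* (ENSDARG00000063438) had 4.45 CPM in *sec31a nju221* and 1.00 CPM in the *srebp2* double mutant. *atf4a* (ENSDARG00000111939) and *atf4b* (ENSDARG00000038141) were not lower in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. *atf4a* had 4.92 CPM in WT, 6.41 CPM in *sec31a nju221* and 12.6 CPM (12.2 to 13.3) in those libraries. *atf4b* had 52.9, 88.4 and 132 CPM (130 to 134) in the same order. Gene counts do not show which exons the reads came from.

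**Figure D1:**
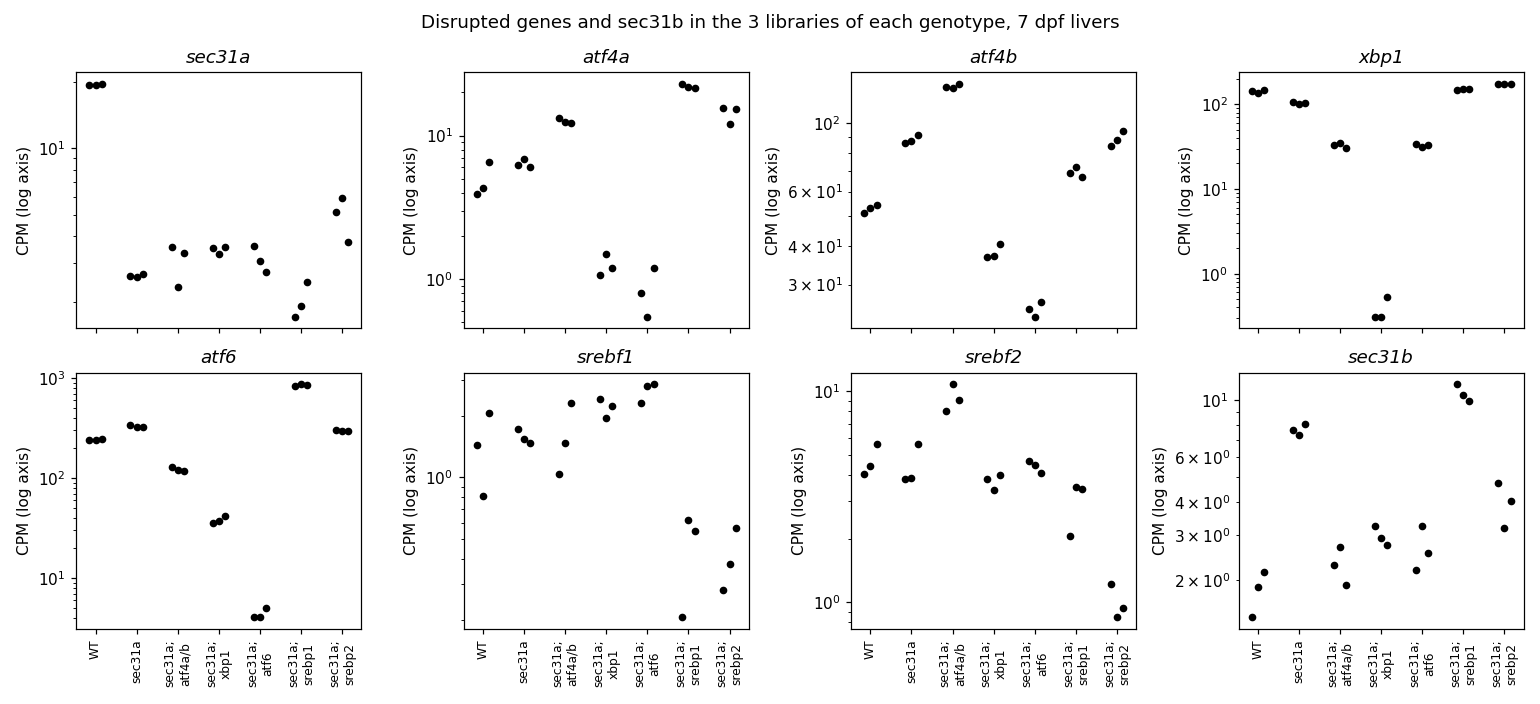
CPM on a log axis for the 7 disrupted genes and *sec31b* in each of the 3 libraries (points) of the 7 genotypes. *atf4b* is at 130 to 134 CPM in the libraries labelled *sec31a nju221*; *atf4a/b* DKO, above all other libraries, while *xbp1* and *atf6* are lowest in the double mutants named for them.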

We then conducted gene set enrichment analysis (GSEA) on genes involved in the regulation of lipid metabolic processes across each genotype. Among all genotypes, the *sec31a^nju221^*; *aft4a/b* double knockout (DKO) line yielded the lowest normalized enrichment score, indicating that its transcriptome deviates the least from the wild-type transcriptome (Fig. 2C). 

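The gene set behind Fig. 2C and its phenotype-based permutation test were not used here. A list of 125 regulators of lipid metabolism was drawn up before the data were examined, and 118 of them were among the 26987 genes ranked. It is not independent of the paper's choices, since 24 of the 118 are genes of Fig. 2D or Fig. S12 or disrupted genes. Genes of each library were ranked by their log2 difference from the WT mean, with a prior count of 2, and scored by preranked GSEA. The normalized enrichment score was −0.369 in *sec31a nju221*, ranging from −1.01 to 0.838 over its 3 libraries. It was −2.24 (−2.32 to −2.19) in the libraries labelled *sec31a nju221*; *atf4a/b* DKO, −2.35 in *sec31a nju221*; *xbp1-/-* and −2.27 (−2.29 to −2.25) in the *atf6* double mutant. The *srebp1* and *srebp2* double mutants scored 0.312 and 0.259, each with libraries on both sides of 0. From the lowest score upwards, the libraries labelled *sec31a nju221*; *atf4a/b* DKO were 3rd of the 6 mutant genotypes, with a range that overlaps that of the *atf6* double mutant, and 2nd with a prior count of 10. By the score before normalization they were 2nd, 1st with a prior count of 10, and 3rd with genes of at least 10 CPM or a GSEA weight of 0. They were 1st with TMM factors from genes with a mean of at least 10 CPM, at −1.65 (−1.85 to −1.36), where *sec31a nju221*; *xbp1-/-* had −1.42 (−2.245 to −1.0) and the *atf6* double mutant −1.0 in every library. Before normalization the scores were then −0.221, −0.287 and −0.245, which put the libraries labelled *sec31a nju221*; *atf4a/b* DKO 4th. A normalized score of exactly −1.0 in every library is no graded value, so the 1st place decides nothing. Less the 24 genes, a choice made after the data were seen, the list scored −1.34 (−1.43 to −1.27) in *sec31a nju221*, −2.01 in the libraries labelled *sec31a nju221*; *atf4a/b* DKO, −2.11 in *sec31a nju221*; *xbp1-/-*, −1.89, −0.920 and 0.252 in the *atf6*, *srebp1* and *srebp2* double mutants, and the libraries labelled *sec31a nju221*; *atf4a/b* DKO were 2nd.
Over all 26987 genes, the root mean square log2 difference from WT was 1.08 in *sec31a nju221* and 1.41 in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. The difference of 0.326 was far larger than the range within either genotype (1.081 to 1.083 and 1.406 to 1.411). Those ranges are of sequencing precision and give no measure of the spread between preparations. The exact permutation test (two-sided) gave p = 0.1, the smallest that 3 libraries against 3 allow. The other double mutants lay between, at 1.14 (*srebp1*), 1.25 (*srebp2*), 1.27 (*xbp1*) and 1.39 (*atf6*). The genotypes with the fewest counts per library (*xbp1*, *atf6* and *atf4a/b* double mutants) were thus the farthest from WT. Ranked from the smallest deviation, the libraries labelled *sec31a nju221*; *atf4a/b* DKO were 6th of 6, and 5th when the median absolute difference was taken or with those TMM factors. *atf4a* and *atf4b* were not lower in these libraries, which bears on the direction of each of these comparisons. With 1 minus Spearman's correlation in place of the root mean square, the difference was 0.0556. The paper reads its enrichment scores as the distance of each transcriptome from WT, and concludes from the lowest score that the *sec31a nju221*; *atf4a/b* DKO line deviates the least.

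**Figure D2:**
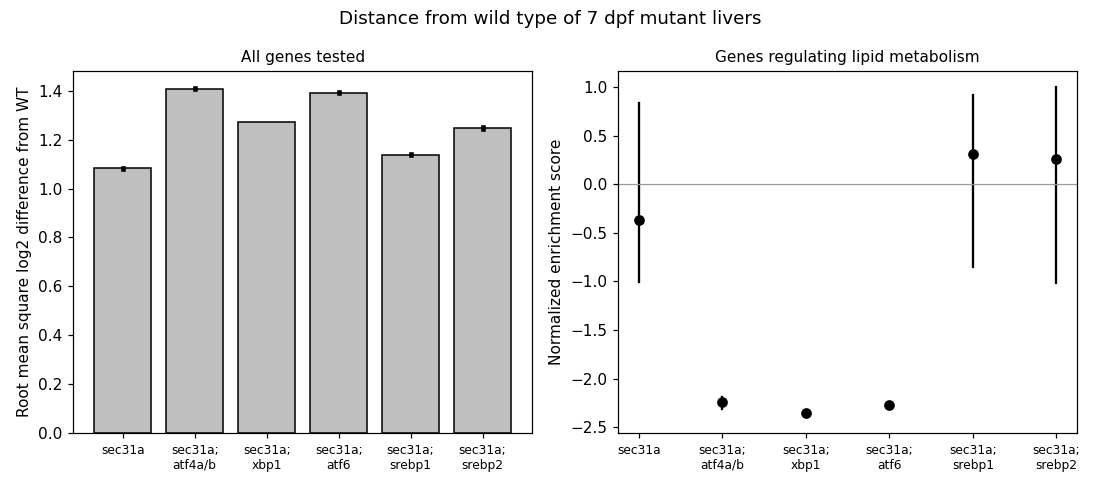
Left, root mean square log2 difference from WT over 26987 genes (bars, mean of 3 libraries; black lines, their range). Right, normalized enrichment score of 118 regulators of lipid metabolism (points, mean; lines, range). *sec31a nju221* has the shortest bar at 1.08 and the libraries labelled *sec31a nju221*; *atf4a/b* DKO the tallest at 1.41.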

GO enrichment analysis indicated dysregulation in lipogenesis and lipid droplet formation in the *sec31a^nju221^* mutant (Fig. S5B). We then examined the effect of *atf4a/b* knockout on these processes. We found that *atf4a/b* depletion abrogated the upregulation of *hmgcra* and *hmgcrb*, which encode rate-limiting enzymes for cholesterol synthesis (Bloch, 1965), as well as of *dgat1b*, *acsl1a* and *lrp8*, which encode proteins involved in triacylglycerol biosynthesis (Yen et al., 2008) (Fig. 2D). In addition, livers from *sec31a^nju221^*; *atf4a/b* DKO larvae expressed lower levels of *plin2*, *fitm2* and *cidec*, which are crucial players in the formation and maintenance of lipid storage droplets (Olzmann and Carvalho, 2019) (Fig. 2D). 

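*hmgcra* (ENSDARG00000052734) had 5.19 CPM in WT (3.31 to 6.45 over 3 libraries), 60.4 CPM in *sec31a nju221* (57.7 to 62.7) and 5.72 CPM (5.53 to 5.96) in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. Its log2 fold change was 3.54 between *sec31a nju221* and WT, and −3.40 between the libraries labelled *sec31a nju221*; *atf4a/b* DKO and *sec31a nju221*. *hmgcrb* (ENSDARG00000105206), a paralog whose reads could have been split with *hmgcra* in counting, had 20.8, 53.0 and 7.42 CPM in the same order, with a log2 fold change of −2.83 against *sec31a nju221*. *dgat1b* (ENSDARG00000054914) had 17.9 CPM in WT, 39.8 CPM in *sec31a nju221* and 17.2 CPM in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. *acsl1a* (ENSDARG00000030514) had 12.3, 25.4 and 10.4 CPM. *lrp8* (ENSDARG00000070074) was the lowest of the 5 in *sec31a nju221*, with 2.98 CPM in WT, 7.83 CPM in *sec31a nju221* and 4.41 CPM in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. The log2 fold changes of these 3 genes against *sec31a nju221* were −1.21, −1.29 and −0.83. For all 5 genes, each of the libraries labelled *sec31a nju221*; *atf4a/b* DKO was below each *sec31a nju221* library. With TMM factors from genes with a mean of at least 10 CPM, which raise each change against *sec31a nju221* by 1.22, *lrp8* was 0.39 and *dgat1b* 0.0068 higher in the libraries labelled *sec31a nju221*; *atf4a/b* DKO than in *sec31a nju221*. The direction rests on the labels of libraries in which *atf4a* and *atf4b* themselves were not lower.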

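*plin2* (ENSDARG00000042332) had 1.16 CPM in WT, 6.71 CPM in *sec31a nju221* (6.27 to 7.02) and 1.00 CPM (0.819 to 1.15) in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. *fitm2* (ENSDARG00000034568) had 6.06, 20.8 and 1.93 CPM, and *cidec* (ENSDARG00000059651) had 737, 1372 and 400 CPM in the same order. Their log2 fold changes between the libraries labelled *sec31a nju221*; *atf4a/b* DKO and *sec31a nju221* were −2.73, −3.42 and −1.78. Fig. 2D lists 3 further genes. *gck* (ENSDARG00000068006) had 24.7 CPM in WT, 87.5 CPM in *sec31a nju221* and 4.63 CPM in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. *slc27a1a* (ENSDARG00000006240) had 10.1, 20.6 and 13.1 CPM, and *cpt1ab* (ENSDARG00000062054) had 50.2, 86.6 and 63.3 CPM.
All 11 genes of Fig. 2D were higher in *sec31a nju221* than in WT, with log2 fold changes from 0.79 to 3.54. All 11 were lower in the libraries labelled *sec31a nju221*; *atf4a/b* DKO than in *sec31a nju221*, from −4.24 to −0.45. With TMM factors from genes with a mean of at least 10 CPM 7 were lower, and *lrp8*, *dgat1b*, *slc27a1a* (0.56) and *cpt1ab* (0.76) were not. The count was 11 at an adjusted p below 0.05 in edgeR's quasi-likelihood test, both over all genes tested and adjusted over the list alone, and the list was chosen on these samples. With 1 summed library per genotype and an assumed coefficient of variation of 0.2 it was 8, at 0.4 it was 5, and with the other TMM factors it was 6. Among 10000 random lists matched on expression and on the change between *sec31a nju221* and WT, the median of the 11 genes against *sec31a nju221* was at percentile 65.6. Matched on expression alone, it was at percentile 6.95. The same 11 genes were also all lower in the *atf6* double mutant, and 10 of them in *sec31a nju221*; *xbp1-/-*, but 6 and 6 with the other TMM factors. In the *srebp1* and *srebp2* double mutants 8 and 8 were lower, and 8 and 9 with those factors.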

Positioned at the center of cellular stress signaling, ATF4 proteins are translationally regulated by four eIF2α kinases in eukaryotic cells, each respectively responding to ER stress, amino acid limitation, hypoxia and oxidative stress (Pakos-Zebrucka et al., 2016). To determine whether ER stress or nutrient deprivation causes ATF4 activation in *sec31a^nju221^* fish, we treated *sec31a^nju221^* embryos separately with PERK and Gcn2 (encoded by *eif2ak4*) inhibitors. ORO staining revealed that attenuating the PERK–phospho-eIF2α–ATF4 axis with GSK2606414 mitigated hepatic steatosis in *sec31a^nju221^* fish, whereas inhibition of Gcn2 with GCN2-IN-1 was ineffectual (Fig. S11). This indicates that ER stress is the primary driver of ATF4 activation in *sec31a^nju221^* fish.

Collectively, these results suggested that the eIF2α–ATF4 pathway exerts the primary role in the development of hepatic steatosis in *sec31a^nju221^* larvae. Because *sec31a^nju221^*; *atf4a/b* DKO larvae exhibited a marginal but substantial increase in hepatic lipid content, it is likely that steatosis would not be solely mediated by eIF2α–ATF4 pathway.

### Adult *sec31a^nju221^* escapers display glycogenic hepatopathy

Owing to severe hepatic dysfunction, *sec31a^nju221^* fish exhibited substantial mortality during juvenile stages (Fig. 3A). Although afflicted by stunted growth, approximately 22% of *sec31a^nju221^* fish could be raised to adulthood (Fig. 3A,B). These ‘escapers’ offered an opportunity to explore the phenotypic consequences in adults; consequently, we conducted a range of analyses on these animals. Dissection of *sec31a^nju221^* fish revealed that there was an appreciable increase in liver size (measured by liver to body mass ratio, Fig. 3C). Histological analysis of *sec31a^nju221^* liver biopsy samples revealed swollen hepatocytes with cytoplasmic rarefaction and accentuated cell membranes (Fig. 3D). ORO staining showed that *sec31a^nju221^* adult fish had significantly lower hepatic triglyceride and lipid accumulation, which was confirmed by enzymatic colorimetric assays (Fig. 3D,G).

**Fig. 3.**
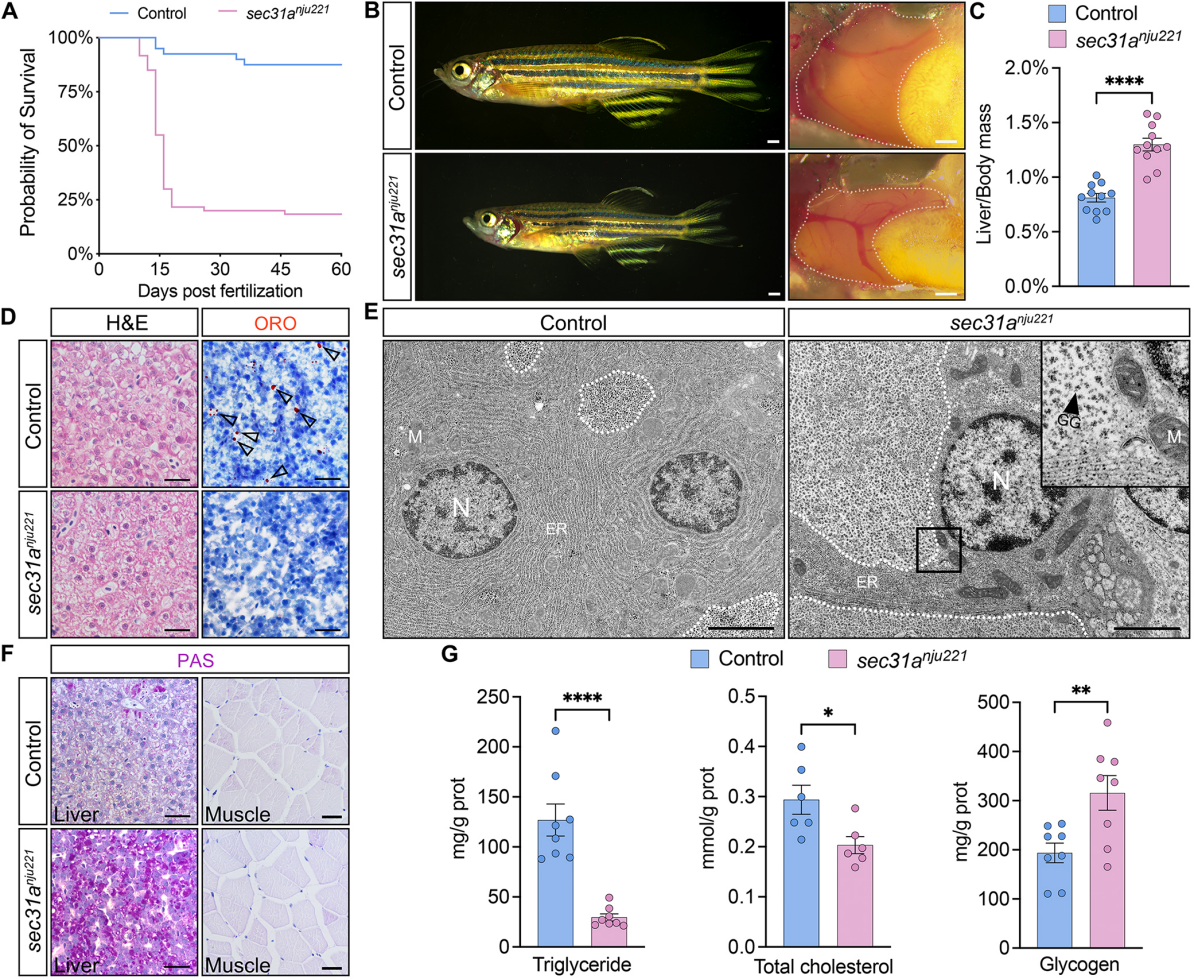
**Adult *sec31a^nju221^* escapers display overt glycogenic hepatopathy.** (A) Representative Kaplan–Meier plot for *sec31a^nju221^* fish and clutchmates from one of three independent experiments. *n*=80 for each group; *P*<0.0001 (Mantel–Cox test). (B) Live images of control and *sec31a^nju221^* zebrafish at 60 dpf. The livers are outlined with dashed lines. Lateral view, anterior to the left. Scale bars: 1 mm (left); 1 mm (right). (C) Ratio of the liver to body mass from 60 dpf *sec31a^nju221^* fish and clutchmates. *n*=11 for each genotype. (D) Representative photographs of H&E and ORO staining. Arrowheads indicate oil droplets. Scale bars: 20 μm. (E) Electron micrographic pictures of liver biopsy from control and *sec31a^nju221^* zebrafish. The distribution of intracellular glycogen granules is outlined with dashed lines. ER, endoplasmic reticulum; GG, glycogen granule; M, mitochondria; N, nucleus. The inset shows an enlarged view of the boxed area. Images are representative of three fish per group. Scale bars: 2 μm. (F) Representative photographs of PAS staining of liver and muscle sections. Images are representative of six fish per group. Scale bar: 50 μm. (G) Triglyceride (*n*=8), cholesterol (*n*=6) and glycogen (*n*=8) levels in fish livers were measured with enzymatic colorimetric assays. Each data point represents an individual animal with bars representing mean±s.e.m. Comparison between groups was performed using unpaired two-tailed Student's *t*-test. *P<0.05; **P<0.01; ****P<0.0001.

To investigate the mechanisms underlying the histological change in the *sec31a^nju221^* liver, we examined the ultrastructure of hepatocytes with transmission electron microscopy. These images showed a striking increase in intracellular glycogen granules (Fig. 3E) in hepatocytes from *sec31a^nju221^* fish, which was further evidenced by periodic acid-Schiff (PAS) staining and colorimetric assays (Fig. 3F,G). We also examined the levels of glycogen in the skeletal muscle, another primary storage organ for glycogen; no perceivable change was observed in *sec31a^nju221^* samples (Fig. 3F). Collectively, these data indicate that, as development progresses, the hepatosteatosis in *sec31a^nju221^* fish was reversed and the hepatic metabolic phenotype switched to the depletion of lipid droplets and excessive accumulation of glycogen.

### Thyroid hormone treatment alleviates the metabolic defects in *sec31a^nju221^* escapers

In order to elucidate the mechanisms underlying the glycogenic hepatopathy phenotype in adult *sec31a^nju221^* fish, we conducted global protein expression profiling of liver samples using a data-independent acquisition (DIA) approach. As shown in Fig. 4A, an obvious separation trend between the *sec31a^nju221^* and control group could be visualized in the principal component analysis plot. Using fold change >1.2 and *P*<0.05 as filtering criteria, we discovered 805 differential proteins in the *sec31a^nju221^* group (Fig. 4B). GO analysis and GSEA revealed that, along with vesicle-mediated transport, proteins deregulated in *sec31a^nju221^* samples were also involved in thyroid hormone signaling mediation and response (Fig. 4C,D). Close examination of the proteomic data unveiled a considerable downregulation of the reported direct targets (Grontved et al., 2015) of thyroid hormone signaling, specifically those involved in lipid or glycogen metabolism (Fig. 4E). These protein expression data indicated that thyroid hormone signaling was dampened in *sec31a^nju221^* fish.

**Fig. 4.**
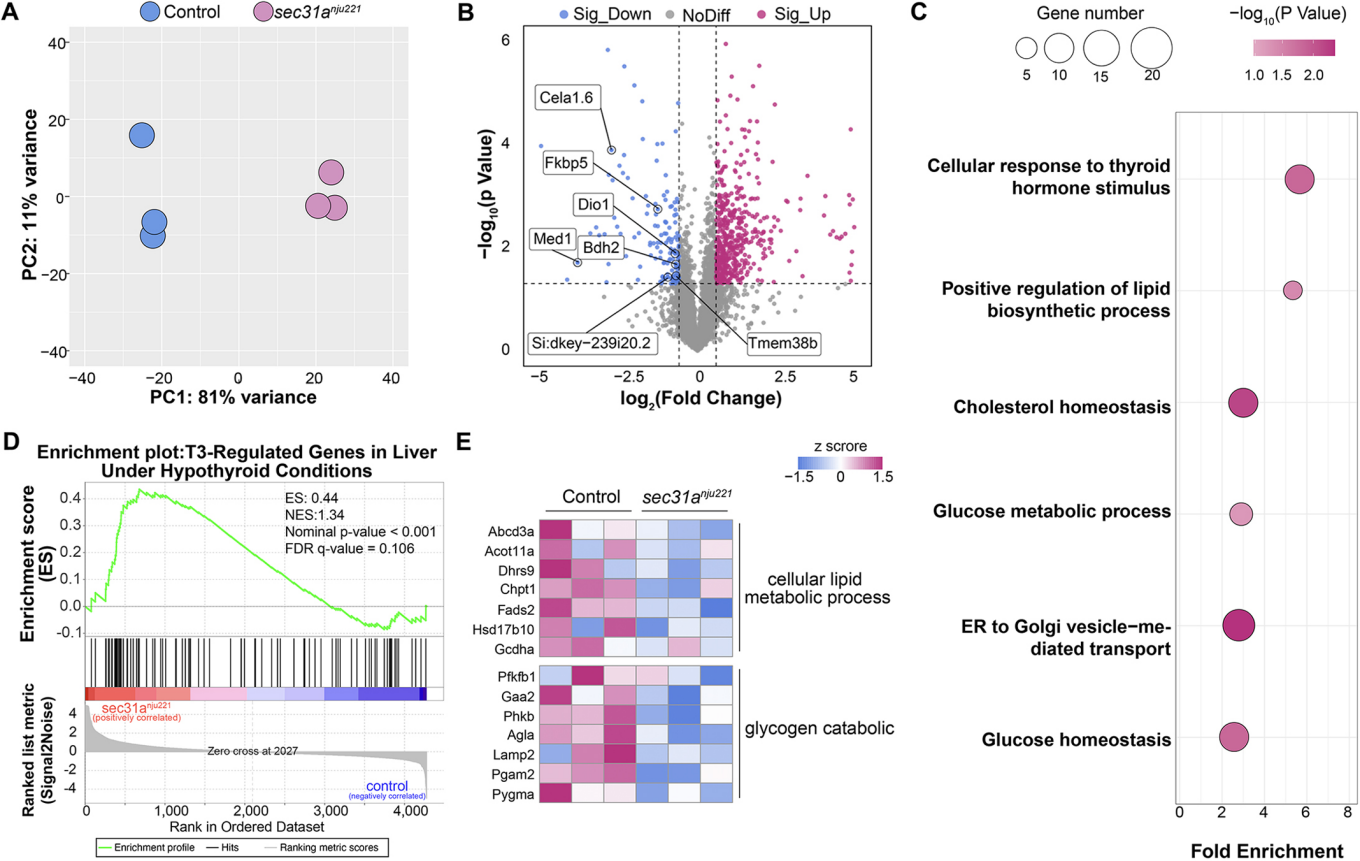
**Proteomics analysis reveal that thyroid hormone signaling is dampened in *sec31a^nju221^* livers.** (A) Principal component analysis (PCA) shows that the mass spectrometric data clearly segregate based on the sample genotype. Three replicates are shown for each genotype. (B) Volcano plot of proteomic data. Fold change in the expression of each protein is shown and the *P*-value was calculated by performing a unpaired two-tailed Welch's *t*-test. The horizontal dashed line indicates *P*=0.05; vertical dashed lines indicate ratios of 0.5 and 2, respectively. Proteins with significant increase in expression levels are shown in magenta, proteins with significant decrease in expression levels are in blue, and proteins with no significant change in expression levels are in gray. Proteins that are decreased downstream targets of thyroid hormone signaling are indicated. (C) Bubble plot showing the enrichment for Gene Ontology terms of differentially expressed proteins in the liver of adult *sec31a^nju221^* fish. The size of each dot represents the number of different genes in the corresponding biological process and molecular function term. (D) GSEA plot of thyroid hormone (T3)-regulated genes in the liver of adult *sec31a^nju221^* fish versus wild-type sibling. FDR, false discovery rate; NES, normalized enrichment score. (E) Heat map of lipid and glycogen metabolism pathway genes dysregulated in the liver of adult *sec31a^nju221^* fish.

As the defective COPII-mediated transport has been found to affect the secretion of thyroglobulin (a prohormone of thyroxine and triiodothyronine) and eventually leads to clinically significant hypothyroidism in humans (Knobel and Medeiros-Neto, 2003), we examined thyroid hormone generation in *sec31a^nju221^* fish. Whole-mount *in situ* hybridization for *thyroglobulin* (*tg*) showed severe hypoplasia of thyroid follicles in *sec31a^nju221^* fish (Fig. 5A). By immunostaining, only a trace mount of thyroxine (T4) was detected in the remaining thyroid follicles of *sec31a^nju221^* fish (Fig. 5A); consistent with this result, colorimetric assay showed that blood T4 levels in *sec31a^nju221^* fish were significantly lower than those in control fish (Fig. 5B). To further confirm the attenuation of thyroid hormone signaling in *sec31a^nju221^* fish, we examined the protein level of type I iodothyronine deiodinase (Dio1), which is an important controller of local thyroid hormone availability and its expression and activity are particularly regulated by thyroid hormone (Gereben et al., 2008). Western blot analysis showed that the Dio1 protein was pronouncedly reduced in the liver of *sec31a^nju221^* fish (Fig. 5C). Collectively, these data indicate that *sec31a^nju221^* fish are in a state of hypothyroidism. Then, we asked whether supplementation of thyroid hormone to *sec31a^nju221^* fish could reverse the observed metabolic phenotypes. Thyroxine treatment was initiated at 3 months of age, when the metabolic phenotypes in *sec31a^nju221^* fish were already apparent. After a sustained 4-week T4 treatment in a closed system, we first confirmed the efficacy of the regimen by examining blood T4 and Dio1 protein levels (Fig. 5D,E), followed by histological and colorimetric assays. We observed increased lipid accumulation (judged by ORO staining) and decreased deposition of intracellular glycogen (judged by PAS staining and enzymatic colorimetric assay) (Fig. 5E,F). Histological analysis of liver biopsy samples also revealed that the rarefaction of the cytoplasm in *sec31a^nju221^* fish was eased in the T4 treatment group (Fig. 5F). Therefore, the hepatic metabolic phenotypes observed in *sec31a^nju221^* fish could be partially rescued through the administration of thyroid hormone.

**Fig. 5.**
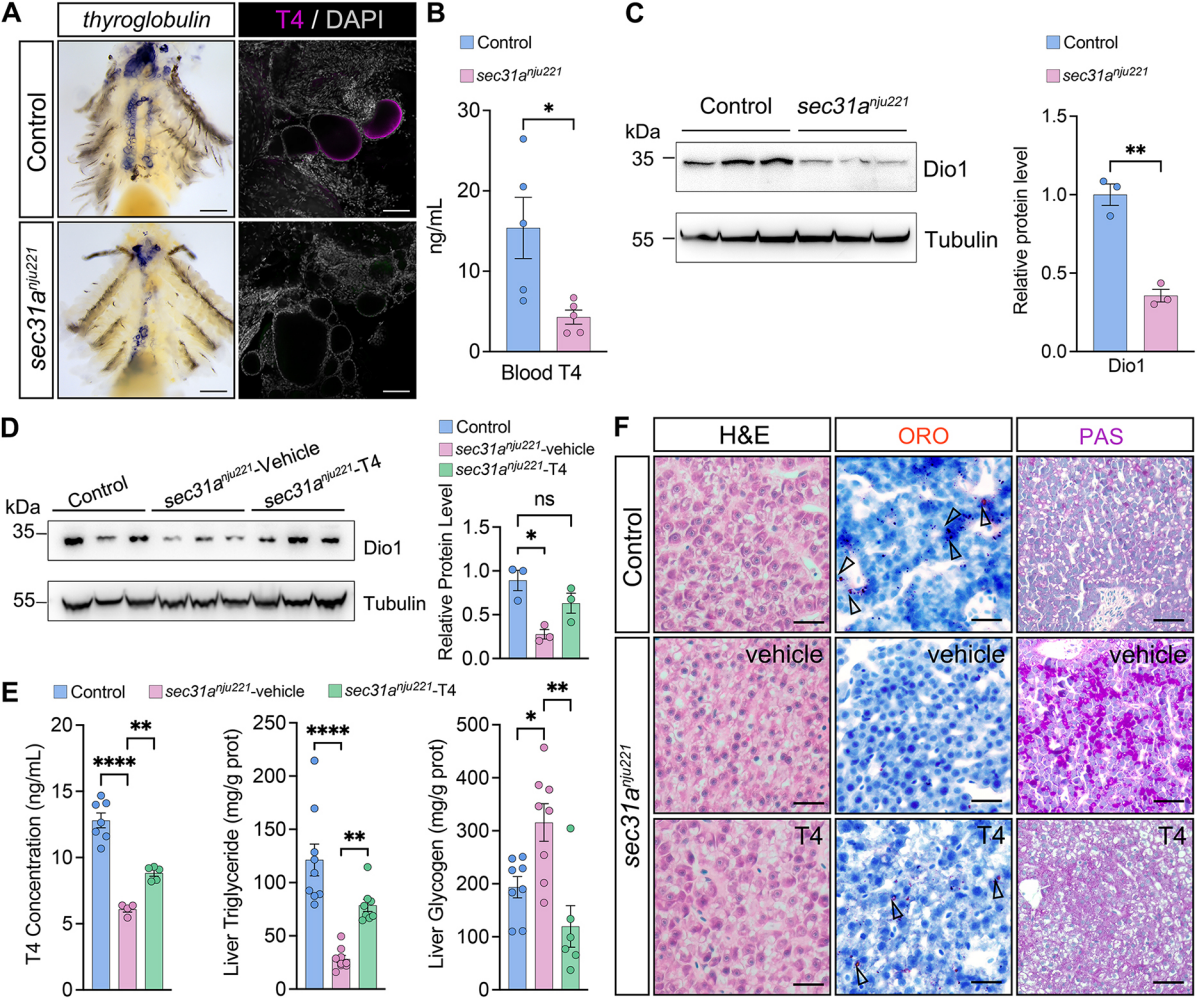
**The hepatic metabolic defects in *sec31a^nju221^* adult fish can be alleviated by thyroid hormone treatment.** (A) Left: whole-mount RNA *in situ* hybridization for *thyroglobulin* in the thyroid gland of adult fish. Right: representative immunofluorescence of thyroxine (T4, purple) in the thyroid follicle lumen of wild-type and *sec31a^nju221^* fish (*n*=5 zebrafish per group). Thyrocyte identity is confirmed by DAPI counterstaining (white). Scale bars: 500 μm (left); 50 μm (right). (B) Serum thyroxine (T4) concentrations in wild-type and *sec31a^nju221^* fish (*n*=5). Data are mean±s.e.m. (C) Western blot analysis and relative quantification of Dio1 from adult wild-type and *sec31a^nju221^* fish liver (*n*=3). (D) Western blot analysis and relative quantification of Dio1 from adult wild-type, vehicle-treated *sec31a^nju22^*^1^ and T4-treated *sec31a^nju221^* fish liver (*n*=3). (E) T4, triglyceride and glycogen levels in fish liver were measured with enzymatic colorimetric assays. *n*=9, 9 and 8 for control, vehicle-treated *sec31a^nju221^* and T4-treated *sec31a^nju221^* fish, respectively. Each data point represents an individual animal, with bars representing mean±s.e.m. Comparisons between groups in B and C were performed using two-tailed unpaired Student's *t*-tests, and comparisons between groups in D and E were performed using one-way ANOVA with Tukey's multiple comparisons test. ns, not significant; *P<0.05; **P<0.01; ****P<0.0001. (F) Representative photographs of H&E, ORO and PAS staining of liver biopsy samples. Arrowheads indicate oil droplets. Images are representative of five fish per group. Scale bars: 50 μm.

## DISCUSSION

Disruptions in COPII vesicle trafficking are linked to a broad spectrum of disorders. In the present study, we report that a defect in *sec31a* leads to biphasic abnormal hepatic metabolism. Our data showed that hepatic steatosis was induced in the liver of *sec31a^nju221^* larvae and the phenotypes switched to glycogenic hepatopathy at the adult stage. Further analysis showed that adult *sec31a^nju221^* fish exhibit a state of hypothyroidism, and administration of thyroid hormone alleviated the hepatic metabolic defects, including excessive glycogen accumulation. Owing to the essentiality of the COPII machinery in development, COPII variants in humans are often hypomorphic. Our results suggest that creating animal models with hypomorphic mutations in other COPII genes would help us understand why similar trafficking defects can manifest different clinical features. Additionally, the discovery of this previously unrecognized thyroid–liver pathological interaction enhances our understanding of liver disease processes and may lead to improved strategies for diagnosis and clinical management.

The data presented in the current study revealed an intriguing steatosis to glycogen accumulation phenotype switch in the livers of *sec31a^nju221^* fish. It is probable that during the larval stage, the UPR and its downstream mechanisms are activated to augment lipid content as a short-term resolution for restoring ER homeostasis in hepatocytes, leading to the development of steatosis. Given that unresolved ER stress results in the suppression of the expression of the master regulators of metabolism (Rutkowski et al., 2008), it is plausible that this suppression and the hypometabolic effect of hypothyroidism have double impact, causing a reduction of lipogenesis and the diversion of substrates toward glycogen synthesis in the liver of adult *sec31a^nju221^* fish. Although researchers discovered several decades ago that thyroid hormone deficiency in animals could increase liver glycogen concentration (Snedecor, 1968), the mechanism controlling the shunting of substrates between carbohydrate and lipid metabolic pathways in this setting remains far from clear. As proteomic profiling revealed changes in a number of glycogen metabolism regulators in the liver of *sec31a^nju221^* fish (Fig. 4E), an important question for future work is how these proteins modulate glycogen accumulation in this scenario.

Why the impairment of function in Sec31a only causes prominent defects in the liver is an engaging question. We hypothesize that this results from a combination of tissue-specific demands and compensatory mechanisms. The liver, as the central organ for the production and secretion of lipids and proteins necessary for systemic metabolic homeostasis, relies heavily on vesicle trafficking, making it particularly vulnerable to defects in the COPII system. Additionally, Sec31b, a paralog of Sec31a, has been found to be abundantly expressed during the early stages of zebrafish embryogenesis (Niu et al., 2012). It is possible that less affected tissues have higher levels of Sec31b expression, which could compensate for the loss of Sec31a function, whereas the liver lacks this redundancy. However, future work is needed to confirm the presence of Sec31b protein in the less affected organs.

Notably, hepatic steatosis was induced in *xbp1^−/−^* larvae and the triglyceride content in the liver of *sec31a^nju221^*; *xbp1^−/−^* larvae was significantly elevated. 

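Fig. S12 lists 20 genes, 11 for lipid transport and 9 for lipid oxidation, and all 20 were lower in *sec31a nju221*; *xbp1-/-* than in *sec31a nju221* at 7 dpf. With TMM factors from genes with a mean of at least 10 CPM, which raise each change by 1.20, 18 were lower and the oxidation genes *ilvbl* and *acox3* were each 0.05 higher. In each, the 3 *sec31a nju221*; *xbp1-/-* libraries lay below the 3 *sec31a nju221* libraries, and libraries of 1 genotype differed by little more than the sampling noise. The lipid transport genes fell by 1.64 to 6.98 on the log2 scale. The most highly expressed was *apoc2* (ENSDARG00000092155), with 44170 CPM in WT, 27670 CPM in *sec31a nju221* and 8114 CPM in *sec31a nju221*; *xbp1-/-*. *apobb.1* (ENSDARG00000022767) had 6120, 6943 and 1361 CPM, and *apoa1b* (ENSDARG00000101324) had 18690, 8570 and 2555 CPM in the same order. *apoea* (ENSDARG00000102004) fell most, from 72.1 CPM (71.2 to 73.4) to 0.562 CPM (0.489 to 0.620). The other lipid transport genes were *apoa1a*, *apoba*, *apoc1*, *apoa4a*, *apoa4b.1*, *apoa4b.2* and *apobb.2*. Compared with WT, *sec31a nju221* had 4 of the 11 higher and 7 lower.
The lipid oxidation genes fell by 1.15 to 2.85 on the log2 scale between *sec31a nju221* and *sec31a nju221*; *xbp1-/-*. *hadhb* (ENSDARG00000102055) had 29.0 CPM in WT, 86.2 CPM in *sec31a nju221* and 35.1 CPM in *sec31a nju221*; *xbp1-/-*. *hadhaa* (ENSDARG00000057128) had 68.4, 204 and 58.6 CPM, and *cpt1aa* (ENSDARG00000059770) had 67.8, 88.3 and 26.1 CPM. The others were *crot*, *acat2*, *acox3*, *ilvbl*, *tysnd1* and *alox5b.2*. In *sec31a nju221* 8 of the 9 were above WT, and *acox3* was below it, with a log2 fold change of −0.20. The count of lower genes was 20 over all genes tested and also adjusted over the list alone, on samples from which the list was chosen. With 1 summed library per genotype it was 20 at an assumed coefficient of variation of 0.2 and 7 at 0.4, and with the other TMM factors it was 15. The median log2 fold changes of the transport and oxidation lists against *sec31a nju221* were −2.88 and −1.47 in *sec31a nju221*; *xbp1-/-*, −2.82 and −2.46 in the *atf6* double mutant and −2.99 and −2.2 in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. They were 0.30 and −0.0154 in the *srebp1* and 0.52 and −0.22 in the *srebp2* double mutant. With the other TMM factors the 5 pairs were −1.68 and −0.27, −1.38 and −1.02, −1.78 and −0.98, 0.20 and −0.11, and 0.33 and −0.40. Among 10000 random lists matched on expression, the medians in *sec31a nju221*; *xbp1-/-* were at percentile 0 (transport) and 10.8 (oxidation). Also matched on the change between *sec31a nju221* and WT, they were at percentile 0 and 47.5. The lists so matched to the oxidation genes had a median of −1.46.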

Transcriptome profiling revealed that in contrast to *sec31a^nju221^* samples, lipid oxidation and the export of lipids were inhibited in *sec31a^nju221^*; *xbp1^−/−^* samples (Fig. S12). Xbp1 deficiency could lead to constitutive activation of its upstream kinase/endoribonuclease Ire1α, which then cascades into two signaling outputs: the JNK pathway and regulated Ire1α-dependent decay (Siwecka et al., 2021). It is likely that these mechanisms contribute in parallel to the exacerbated hepatosteatosis in *sec31a^nju221^*; *xbp1^−/−^* fish.

## MATERIALS AND METHODS

### Animals

All animal experimentations were carried out in accordance with approved guidelines of the Institutional Animal Care and Use Committee of Nanjing University. All zebrafish lines were kept on an AB background (see Table S5 for complete list of fish lines used in this study).

### RNA *in situ* hybridization

Transcription of digoxigenin-labeled antisense RNA probes was performed using standard methods. Whole-mount RNA *in situ* hybridization was carried out as previously described (Thisse and Thisse, 2008). *tg* cDNA used for riboprobe synthesis was amplified using the forward primer 5′-AGGTGGAGAATGTTGGTGTG-3′ and the reverse primer 5′-CTCCAACTCTGGCAATGACT-3′.

### Transmission electron microscopy

Adult zebrafish livers were dissected and fixed with 2.5% (v/v) glutaraldehyde in 0.2 M cacodylate buffer (50 mM cacodylate, 50 mM KCl, and 2.5 mM MgCl_2_ pH 7.2) overnight. After washing with cacodylate buffer, tissues were cut into ∼1-2 mm^3^ pieces and immersed in 1% OsO_4_ in 0.2 M cacodylate buffer for 2 h at 4°C. Then, samples were washed and submerged in 0.5% uranyl acetate overnight, dehydrated through a graded series of ethanol, and embedded in resin (Spurr's Low Viscosity Embedding Media Kit; EMS, 14300). Ultra-thin sections were cut using an ultramicrotome and mounted on copper grids. Sections were stained with uranyl acetate and lead citrate, and observed using a transmission electron microscope (HITACHI, H7650).

### Monitoring protein trafficking in zebrafish embryos

To investigate the trans-Golgi network and plasma membrane, plasmids pCS2-mYFP-CAAX and pCS2-GalT-TagBFP were generated. Plasmids were digested and linearized using restriction enzyme NotI (Takara, 1166), mRNA was obtained by using the mMESSAGE mMACHINE SP6 transcription kit (Thermo Fisher, AM1340) and the Poly(A) Tailing kit (Thermo Fisher, AM1350). *In vitro* synthesized capped mRNAs encoding GalT-TagBFP (50 pg) and mYFP (50 pg) were injected at cell stage 1 into wild-type siblings and sec31anju221 zebrafish embryos using the SYS-PV820 Microinjection System (WPI). Injected embryos were cultured under standard conditions at 28°C in fresh E3 medium. At mid-gastrulation (80% epiboly, 8 hpf), live images were acquired using confocal microscopy.

### Generation of zebrafish knockout lines

Guide RNAs were designed using the CRISPR/Cas9 target online predictor (https://cctop.cos.uni-heidelberg.de). 50 pg of single guide RNAs and 500 pg of Cas9 protein were co-injected into one-cell-stage embryos. Sexually mature F0 CRISPR-injected fish were crossed with wild-type fish, and their F1 offspring were screened for CRISPR-directed deletions using PCR and sorted accordingly. CRISPR-positive F1 larvae were then raised to adulthood and crossed again with wild-type fish to establish genetically stable F2 mutant lines. Fin clips were taken from each F2 mutant line, and positive samples were sequenced. Genotyping oligonucleotides used in this study are listed in Table S2.

### Cell culture

The HEK293T cell line was obtained from the American Type Culture Collection, with cells cultured under 5% CO_2_ at 37°C in Dulbecco's modified Eagle medium (Gibco, 11965092) supplemented with 10% fetal bovine serum (Gibco, 10270-106), and passaged with 0.25% trypsin (Gibco, 25200072). The cell line used was mycoplasma free.

### Co-immunoprecipitation

HEK-293T cells were used for co-immunoprecipitation (Co-IP). Plasmids were transfected and a total of 4×106 cells were harvested in 60-mm dishes. Cells were homogenized in ice-cold lysis buffer: 10 mM Tris HCl pH 7.4, 150 mM NaCl, 0.5 mM EDTA, 1% NP40, supplemented with EDTA-free proteinase inhibitor cocktail (cOmplete, Roche, 4693132001). Cell lysates were pre-cleared with 30 μl of Protein G Sepharose 4 Fast Flow (GE Healthcare, 17-0618-01). Total protein in the supernatants was used as input. IP was performed in 1000 μl lysis buffer containing 40 μl of slurry of ANTI-FLAG M2 Affinity Gel (Sigma, A2220). Samples were incubated overnight at 4°C, followed by three washes with 500 μl of TBS. Bead-tagged proteins were eluted using NuPAGE LDS sample buffer (Thermo Fisher, NP0007). After boiling at 95°C for 5 min, eluted proteins were separated on pre-cast gels (4-20% gradient; Genescript, M42015C). Immunoblotting was done using HA-Tag (C29F4) Rabbit mAb (Cell Signaling Technology,3724; 1:1000), monoclonal ANTI-FLAG M2 antibody (Sigma, F1804; 1:1000) and secondary goat anti-mouse antibodies conjugated to horseradish peroxidase (bioworld, BS12478 and BS13278, 1:5000). Chemiluminescence signals were detected by using the Tanon 5200 imaging system.

### Oil Red O staining

A 0.5% stock of Oil Red O (ORO) was made in 100% 2-propanol, shaken overnight, filtered and stored at 4°C. A working solution of 0.25% ORO in 60% 2-propanol was used for staining. Larvae were placed in microcentrifuge tubes and fixed in 4% paraformaldehyde (PFA) at 4°C overnight. The following day, larvae were rinsed twice with PBS and 0.1% Tween 20 (PBT). A solution of 60% 2-propanol was added and larvae were allowed to sit for 1 h. The solution was removed and the larvae were stained with ORO stain working solution for 75 min. They were then briefly rinsed with 60% 2-propanol and washed twice with 60% 2-propanol for 10 min. Lastly, larvae were rinsed twice with PBT and stored in 70% glycerol at 4°C.

### Histochemistry

Larvae and zebrafish liver were fixed in Dietrich's fixative (30% ethanol/2% glacial acetic acid/3.7% formaldehyde) for 24 h at room temperature, followed by three washes in PBT and paraffin embedding (Ellis and Yin, 2017). 4-μm-thick sections were acquired using the semi-automatic microtome HM 340 (Thermo Fisher) and stained with Hematoxylin and Eosin (H&E). For ORO staining, zebrafish liver and muscle tissues were fixed with 4% PFA at 4°C overnight and then transferred to a 30% sucrose solution until they sunk. Then samples were then embedded using OCT. Samples were cut into 10-µm-thick sections and ORO staining was performed as described above. For PAS staining (a method used to detect polysaccharides), zebrafish liver and skeleton muscles were fixed with 4% PFA at 4°C overnight, followed by two rinses with PBT. Then, samples were processed for paraffin embedding. After slides were deparaffined, they were rehydrated for PAS staining.

### Dissection of adult zebrafish thyroid gland

Based on a protocol previously described (Gillotay et al., 2020), the dissection of the adult zebrafish thyroid gland was performed by using ventral aorta as reference. Briefly, using fine forceps, the lower jaw was separated from the upper jaw and disconnected from the gut by pinching near the gills of euthanized zebrafish. The dissected tissue was carefully cleaned by removing muscle, skin, pectoral fin and lateral cartilages of the lower jaw, and fixed in 4% PFA overnight.

### Real-time qPCR

Total RNA was prepared using TRIzol (Invitrogen, 15596) and Direct-zol RNA Miniprep (Zymo Research, R2052) from control and *sec31a^nju221^* mutant samples. cDNA was synthesized with PrimeScript RT kit (Takara, RR047A). Real-time qPCR reactions were performed on the Roche LightCycler system using SYBR Green Master Mix (Takara, RR420A). Melt curves were examined to ensure primer specificity. Primers used in real-time qPCR were designed to span exon-exon junctions and are listed in Table S3.

### Measurements of blood and tissue chemistry parameters

Serum thyroxine (T4) levels were determined using a competitive ELISA kit (Invitrogen, EIAT4C) according to the manufacturer's instructions. The serum glycose levels were determined with the LABassay Glucose (Mutarotase-GOD method) kit (Wako, 638-50971). Triglyceride, total cholesterol and glycogen levels were measured using high-sensitivity triglyceride assay kits (Sigma-Aldrich, MAK264-1KT), total cholesterol assay kits (Nanjing Jiancheng Bioengineering Institute, A111-1) and glycogen assay kits (Abcam, ab65620), respectively, according to the manufacturer's instructions.

### Western blotting

Liver tissue was homogenized using RIPA lysis buffer (50 mM Tris-HCl, 1% NP-40, 0.25% sodium deoxycholate, 150 mM NaCl, 1 mM EDTA, 1 mM PMSF, 1 mM Na_3_VO_4_, and 1 mM NaF pH 7.4) containing 1% protease inhibitor cocktail (Roche, 11697498001) and then centrifuged for 15 min at 12,000 ***g*** at 4°C. The total protein concentration was measured using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific, 23225) according to the manufacturer's protocol. Equal amounts of total protein were loaded into each lane for SDS-PAGE, and then proteins were transferred to PVDF membranes. After blocking with 5% non-fat milk in TBS with 0.1% Tween 20, the membranes were incubated with primary antibodies against Dio1 (Santa Cruz Biotechnology, sc-515198, 1:100) and tubulin (Bioworld, BS1699, 1:1000), and subsequently with secondary antibodies conjugated with horseradish peroxidase (Bioworld, BS12478 and BS13278, 1:5000). Finally, the membranes were visualized with an ECL kit (Yeasen, 36208ES60) using the Tanon 5200 imaging analysis system (Tanon). ImageJ (v1.51; https://imagej.net/) was used for data quantification.

### Imaging

Whole imaging was performed using a Leica DFC320 camera on a Leica M205FA stereomicroscope. All confocal images were acquired using a Zeiss LSM880 confocal microscope. Image acquisition parameters (laser power and detector settings) were kept consistent within each experiment. The integrated density of GalT-TagBFP and mYFP was quantified using Fiji/ImageJ software.

### Survival curve

Eighty wild-type siblings and 80 *sec31a^nju221^* animals were put into 3 l tanks from 7 dpf. Every 3 days, the number of living fish was counted till 60 dpf. Kaplan–Meier curves were generated with GraphPad Prism 9 (Goel et al., 2010).

### Transcriptome sequencing

RNA libraries were constructed with NEBNext Single Cell/Low Input RNA Library Prep Kit for Illumina (New England Biolabs, 6420) and NEBNext Multiplex Oligos for Illumina (New England Biolabs, E7335). The libraries were sequenced on an Illumina Novaseq platform with the PE150 sequencing setting. Following quality control and pre-processing, HISAT2 v2.1.0 was used to map the sample sequencing reads to the GRCz11 reference genome (Kim et al., 2019). Gene expression counts were calculated using FeatureCounts v1.6.0 (Liao et al., 2014) based on the current Ensembl annotation. All downstream data analyses were carried out in R (v4.3.2) or RStudio. The DESeq2 package (v1.42.1) was used for differential analysis of count data, where low total normalized read counts across all samples (<10) were filtered out from the dataset (Love et al., 2014).

### Quantitative proteomic analysis

Liver tissues dissected from adult *sec31a^nju221^* and wildtype zebrafish were lysed in RIPA lysis buffer [50 mM Tris-HCl, 1% NP-40, 0.25% Na-deoxycholate, 150 mM NaCl, 1 mM EDTA, protease inhibitor cocktail tablet (Roche, 04693132001), 1 mM PMSF, 1 mM Na_3_VO_4_, and 1 mM NaF, pH 7.4], ultrasonicated by Bioruptor Plus (Diagenode, Liege) for 10 min at 0°C, and centrifuged at 13,000 ***g*** at 4°C for 15 min to remove debris. The protein concentration in each sample was determined using the Pierce BCA Protein Assay Kit and the total protein concentrations were adjusted to be 1 μg/μl. For on-filter digestion, an aliquot of total protein (50 μg) was reduced with 5 mM tris(2-carboxyethyl)phosphine (TCEP) for 1 h at 55°C and alkylated with 6.25 mM methyl methanethiosulfonate (MMTS) for 30 min at room temperature in darkness. The protein lysates were transferred to 3 kDa Vivacon filters following centrifugation at less than 9600 ***g*** for 30 min to remove the solvent, and washed with 8 M urea three times and 1 M tetraethylammonium bromide (TEAB) six times. Samples were then supplemented with trypsin (Promega, V5280) for 4 h pre-digestion (enzyme-to-substrate mass ratio 1:50) at 37°C, followed by an additional 8 h digestion with trypsin/LysC (Promega, V5073, enzyme-to-substrate mass ratio 1:100) at 37°C. After C18 desalting and vacuum drying, the digested peptides were resuspended in 3% acetonitrile (v/v) and 2% formic acid (v/v) for liquid chromatography-tandem mass spectrometry analysis. The samples were acquired in DIA mode with the 55-min microflow gradient on a ZenoTOF 7600 mass spectrometer (Sciex, MO, USA). The DIA data analysis was conducted using DIA-NN (Demichev et al., 2020) for quantitative proteomic analysis and searched against the *Danio rerio* UniProt database (accessed 2 February 2023, containing 46,122 sequences, http://www.uniprot.org/proteomes/UP000000437). The mass spectrometry proteomics data have been deposited to the ProteomeXchange Consortium (Deutsch et al., 2023) via the PRIDE (Perez-Riverol et al., 2022) partner repository with the dataset identifier PXD048925.

### Pharmacological treatments

#### Embryos

Dechorionated embryos were randomly distributed in 12-well plates (20 embryos/well, 2 ml E3 medium/well). Embryos were treated with 10 nM L-thyroxine (MedChemExpress, HY-18341) from gastrula stage (∼5.3 hpf) to 7 dpf, or with 5 μM GSK2606414 (MedChemExpress, HY-18072) or 10 μM GCN2-IN-1 (MedChemExpress, HY-100877) from 24 hpf to 7 dpf. The solvent, DMSO, was used as the vehicle control. The drugs were added to the E3 medium at these concentrations and were replaced daily.

#### Adult fish

A 4-week treatment with L-thyroxine was sustained in a closed system that closely resembled aquarium conditions. Three groups including untreated wild-type siblings, vehicle-treated *sec31a^nju221^* fish and *sec31a^nju221^* fish treated with L-thyroxine were subject to this regime, with each group comprising twelve adult fish. L-thyroxine was added three times a week at a concentration of 30 nM. Water was changed three times each week.

### Bioinformatics analysis

We used the following software and tool: Gene Set Enrichment Analysis (GSEA) (https://www.gsea-msigdb.org/gsea/index.jsp), a computational method for determining whether an a priori defined genome is statistically significant. Molecular Signature Database (MSigDB) (https://www.gsea-msigdb.org/gsea/msigdb/), a resource of gene sets and specific biological processes that are significantly differentially expressed in different groups. Analyses using MSigDB resulted in statistically significant improvements in associations between data expression patterns and biological processes, ignoring thresholds for significantly different genes. 1000 alignments were performed for each genome. Normalized enrichment score (NES) and false discovery rate (FDR) values were used to explore enrichment pathways for each phenotype. *P*<0.05 and FDR<0.25 were used as thresholds.

Metascape (https://metascape.org/gp/index.html#/main/step1) (Yingyao Zhou et al., 2019), an analytical website that integrates functional enrichment, genetic annotation and transcriptional regulatory networks, utilizing more than 40 individual knowledge bases in a comprehensive portal. Gene Ontology (GO) Resource (https://geneontology.org/) is a major bioinformatics initiative for high-quality functional gene annotation. Transcription factor–target regulatory interactions can also be inferred from high-throughput gene expression data using a wide variety of computational algorithms. The gene annotation and analysis resource Metascape (https://metascape.org/gp/index.html#/main/step1) was used to predict the functions of genes listed in the Database of Essential Genes (DEG) (http://origin.tubic.org/deg/public/index.php), with the screening conditions set as minimal overlap =3 and minimal enrichment =1.5, with *P*<0.05 to be considered statistically significant.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism 9. One-way ANOVA analysis was followed by Tukey's multiple comparisons test for measurements of blood and tissue chemistry parameters with L-thyroxine treatments. Other statistical tests were performed using unpaired two-tailed Student's *t*-tests. Numerical data are presented as mean±s.e.m. Differences were considered significant if *P*<0.05 and highly significant if *P*<0.01. All experiments were carried out with at least three biological replicates. The numbers of animals used are described in the corresponding figure legends.

## Supplementary Material

10.1242/dmm.050748_sup1 Supplementary information

Table S4. Proteomics dataset for adult zebrafish liver.

# Supplementary material for: Compromised COPII vesicle trafficking leads to glycogenic hepatopathy
**Source:** Dis Model Mech. 2024 Sep 30;17(9):dmm050748. doi: 10.1242/dmm.050748
**Supplement:** Supplementary information

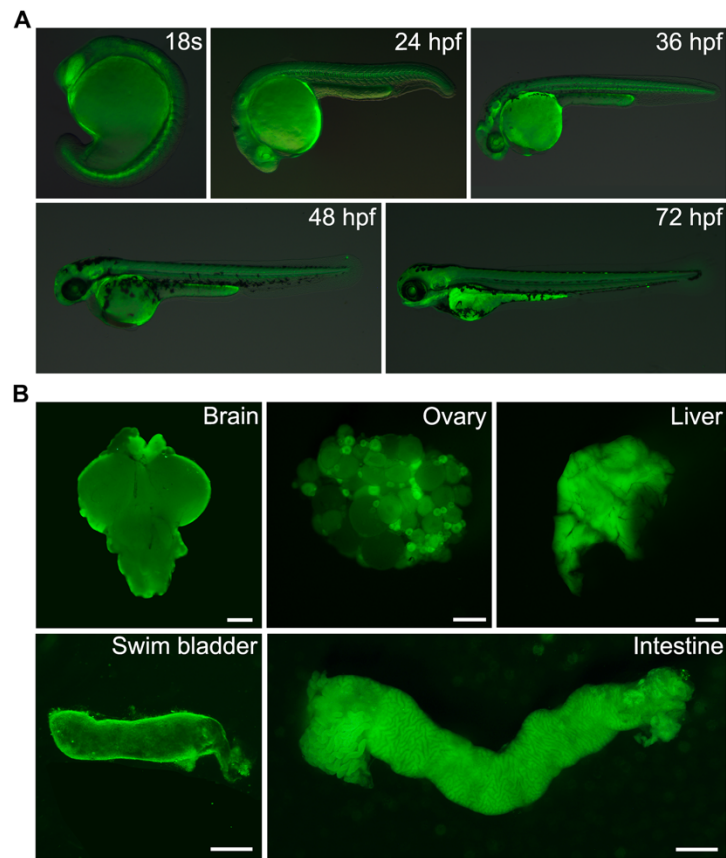

**Fig. S1. GFP expression pattern of gene trap line NT-1254 in embryo and adult fish.**

(A) At 18-somite stage, GFP signal emerged in primordia of eyes, otic placode and notochord. At 36 hpf, GFP signal is evident in regions of brain, lens, otic vesicles and notochord. As development proceeded, strong GFP expression could be observed in pharyngeal arches and liver.

(B) At adult stage, GFP signal could be observed in brain, ovary, liver, swim bladder and intestine.

Scale bars: 600  $\mu$ m.

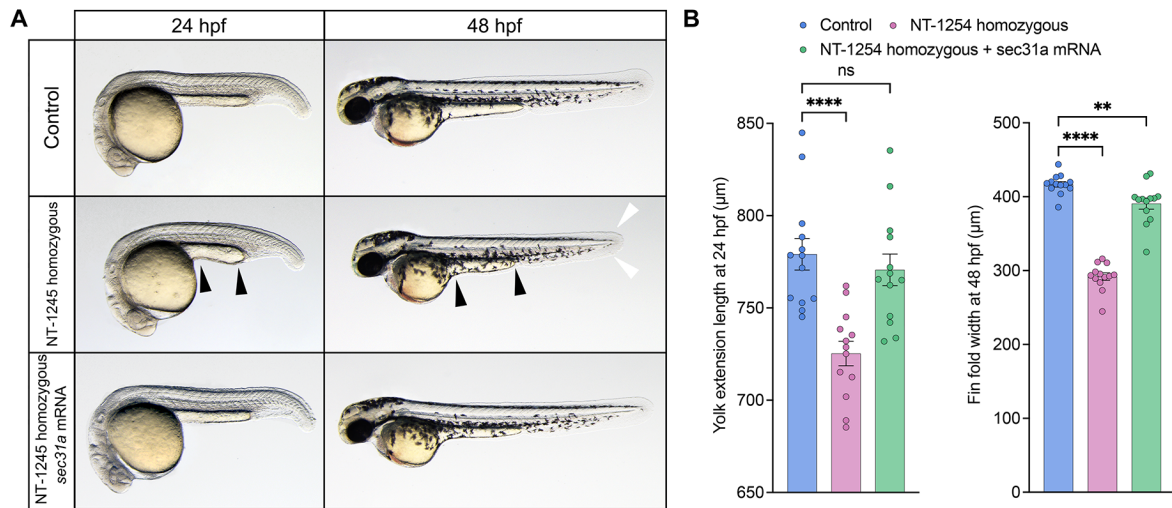

**Fig. S2. Injection of *sec31a* mRNA rescues the early developmental defects of NT-1254 homozygous embryos.**

(A) Upper panel, live images of wild type zebrafish embryos. Middle panel, live images of homozygous mutant embryos from incrosses of heterozygous NT-1254 fish. Black arrowheads indicate the disformed yolk extension. White arrowheads indicate impaired fin fold growth. Lower panel, live images of NT-1254 homozygous embryos injected with *sec31a* mRNA.

(B) The statistical data for yolk extension and fin fold growth phenotype displayed in A. n = 13 for each genotype group.

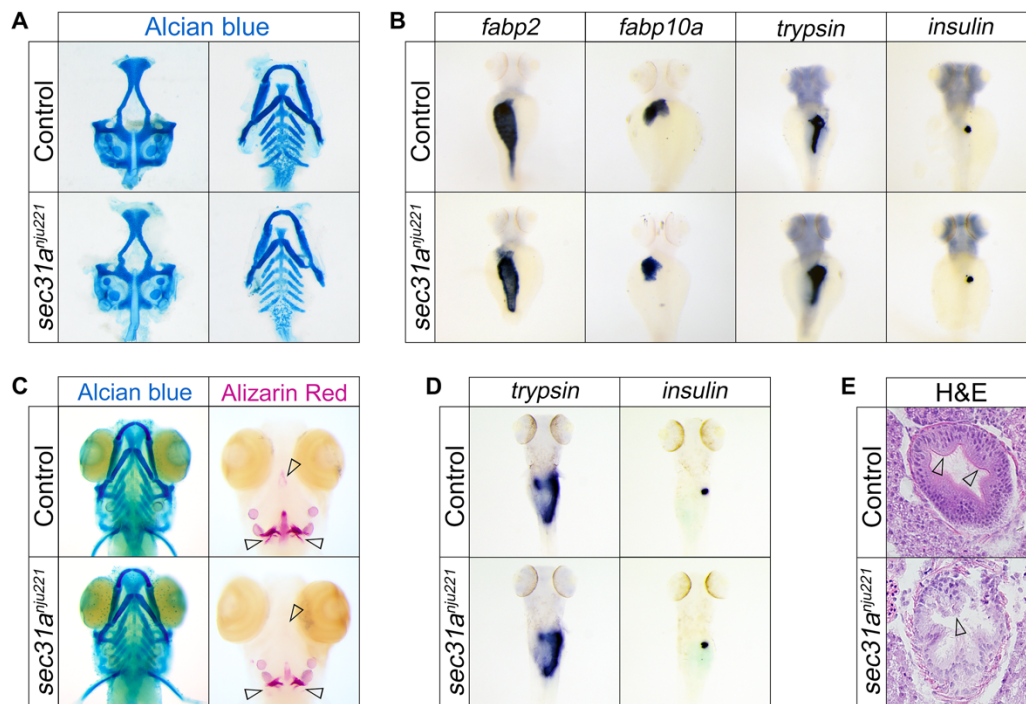

**Fig. S3. Development of head skeleton and digestive organs are largely normal in *sec31a<sup>nju221</sup>* embryos.**

(A) Alcian blue staining showing the cartilage elements in head skeleton. Ventral views at 4 dpf.

(B) RNA *in situ* hybridization for marker genes specifically for the intestine (*fabp2*), liver (*fabp10a*), exocrine pancreas (*trypsin*), and endocrine pancreas (*insulin*) on 3 dpf embryos.

(C) Alcian blue staining of head cartilage and Alizarin red staining of cranial bones. Ventral views at 7 dpf. Arrowheads indicate the missing bone fragments in *sec31a<sup>nju221</sup>* embryos.

(D) RNA *in situ* hybridization for marker genes specifically for the exocrine pancreas (*trypsin*) and endocrine pancreas (*insulin*) on 7 dpf embryos.

(E) Hematoxylin and eosin (H&E) staining of intestine from 7 dpf zebrafish larvae. Arrowheads indicate the defective intestine epithelium in *sec31a<sup>nju221</sup>* embryos.

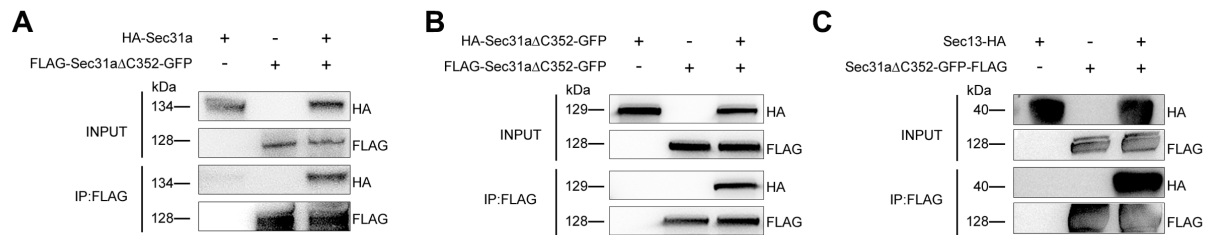

**Fig. S4. Co-immunoprecipitation analysis for Sec31aΔC352-GFP protein.**

(A) HEK-293T cells were transfected with HA-Sec31a and FLAG-Sec31aΔC352-GFP plasmids.

(B) HEK-293T cells were transfected with HA-Sec31aΔC352-GFP and FLAG-Sec31aΔC352-GFP plasmids.

(C) HEK-293T cells were transfected with Sec13-HA and Sec31aΔC352-GFP-FLAG plasmids. For

**A-C**, An anti-FLAG antibody was used to immune-precipitate the tagged proteins. The input and the IP products were blotted using an anti-HA antibody or anti-FLAG antibody respectively.

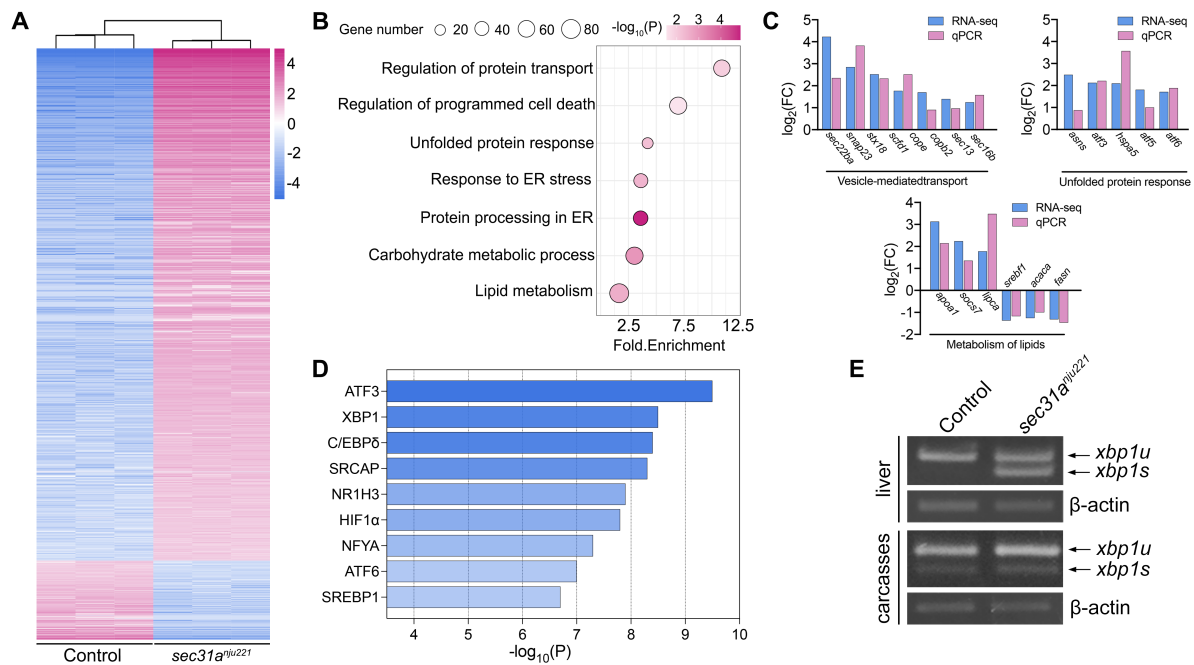

**Fig. S5. Transcriptome profiling revealed activation of UPR in *sec31a<sup>nju221</sup>* livers.**

(A) Heat map representation of genes differentially expressed in livers of *sec31a<sup>nju221</sup>* larvae at 5 dpf. Magenta, upregulated; blue, downregulated; white, no significant change.

(B) Bubble plot showing the enrichment for gene ontology (GO) of differentially expressed genes (DEG) in livers of *sec31a<sup>nju221</sup>* larvae. The size of the dots represents the number of different genes in the corresponding biological process and molecular function term.

(C) Comparison of the changes in expression of selected genes measured by RNA-seq and qPCR.

(D) Summary of putative regulators of DEG were determined with Metascape and the TRRUST database.

(E) PCR analysis of *xbp1* splicing with primers for the detection of both unspliced (*xbp1u*) and spliced forms (*xbp1s*). Data revealed robust splicing in 5-dpf *sec31a<sup>nju221</sup>* livers and comparable splicing in the liverless carcass. The data are representative of three experiments.

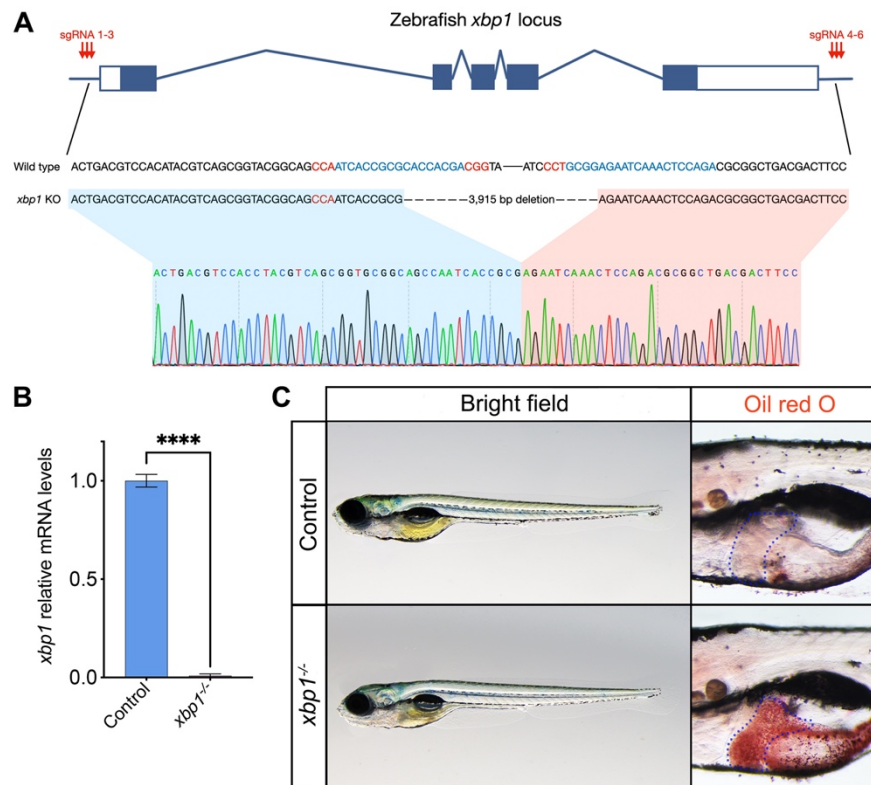

**Fig. S6. Generation of *xbp1* knockout zebrafish line.**

(A) The zebrafish *xbp1* genomic locus and Cas9/sgrNA targeting site. Deletions in  $\Delta 3915$  allele are shown as dashes.

(B) QPCR results showing the absence of *xbp1* mRNA in knock out embryos. Data are mean  $\pm$  SEM. \*\*\*\*P < 0.0001.

(C) Left panels, live images of control and *xbp1*<sup>-/-</sup> zebrafish at 5 dpf. Right panels, Oil Red O (ORO) staining of 7 dpf zebrafish larvae, livers were outlined with dashed line. Lateral view, anterior to the left.

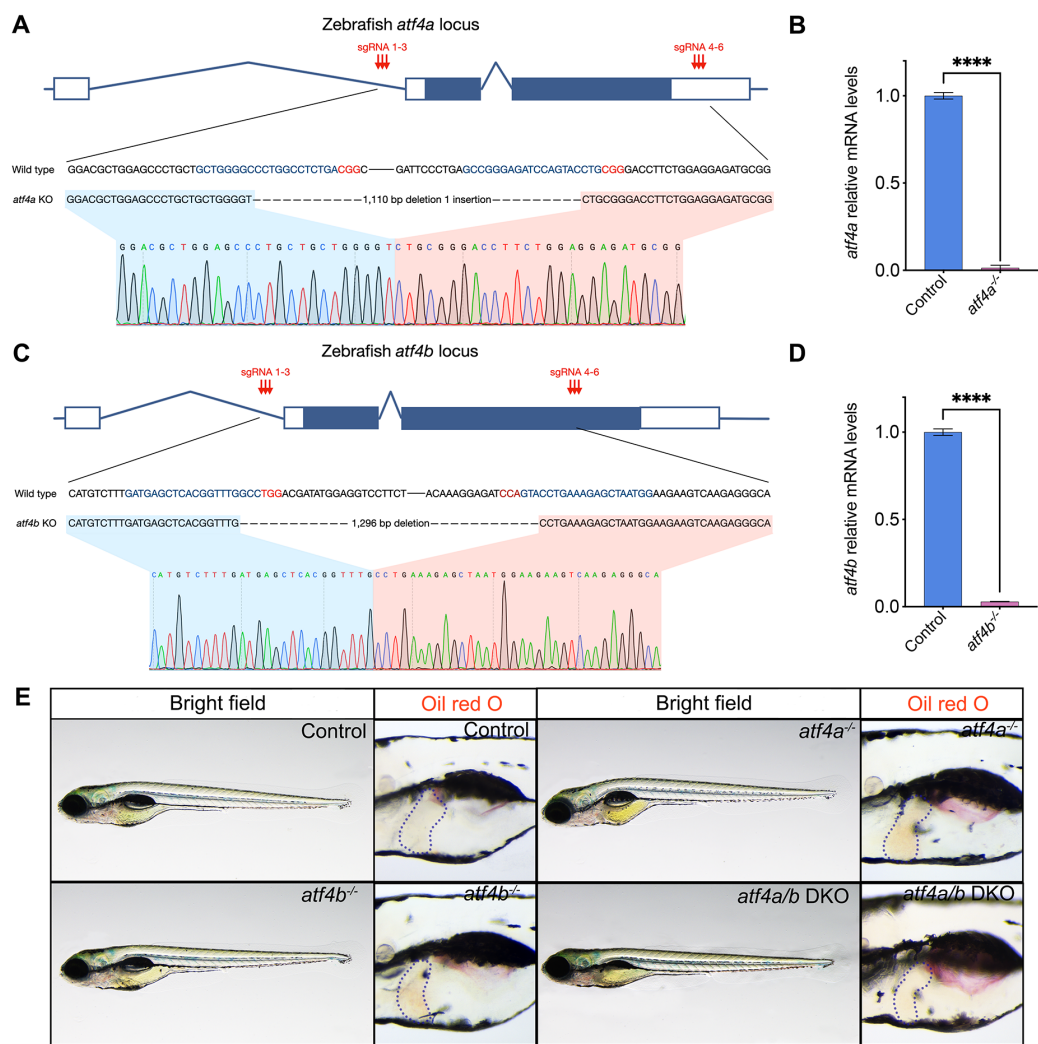

**Fig. S7. Generation of *atf4a* and *atf4b* knockout zebrafish line.**

**(A)** The zebrafish *atf4a* genomic locus and Cas9/sgrNA targeting site. Deletions in  $\Delta 1110$  allele are shown as dashes.

**(B)** QPCR results showing the absence of *atf4a* mRNA in knock out embryos. Data are mean  $\pm$  SEM. \*\*\*\* $P < 0.0001$ .

**(C)** The zebrafish *atf4b* genomic locus and Cas9/sgrNA targeting site. Deletions in  $\Delta 1296$  allele are shown as dashes.

**(D)** QPCR results showing the absence of *atf4b* mRNA in knock out embryos. Data are mean  $\pm$  SEM. \*\*\*\* $P < 0.0001$ .

**(E)** Live images and ORO staining of control and knock out zebrafish at 7 dpf. For ORO staining, livers were outlined with dashed line. Lateral view, anterior to the left.

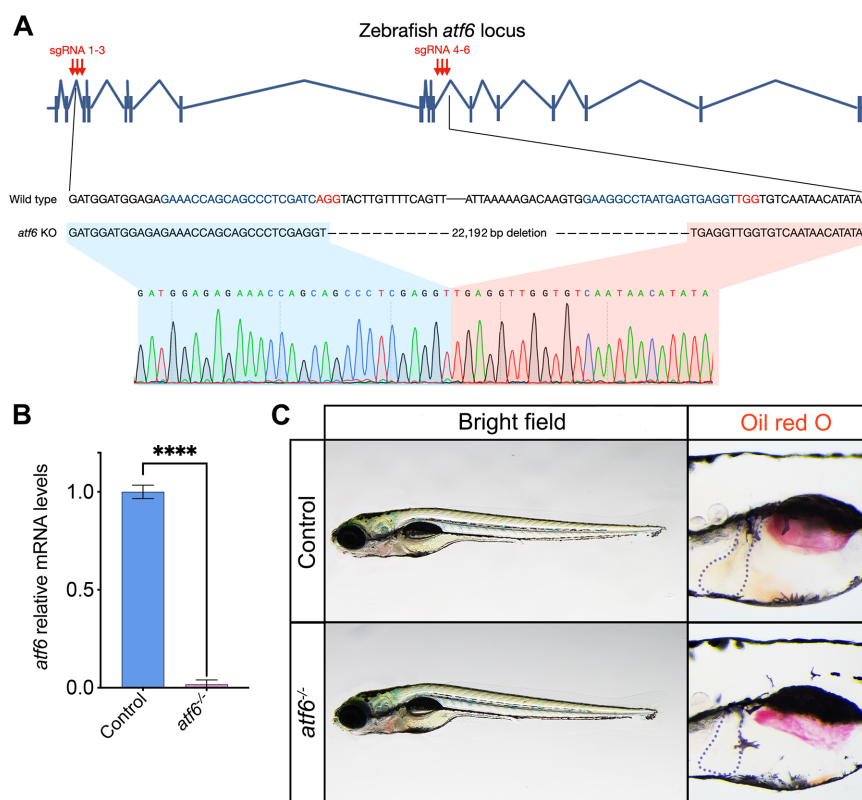

**Fig. S8. Generation of *atf6* knockout zebrafish line.**

(A) The zebrafish *atf6* genomic locus and Cas9/sgRNA targeting site. Deletions in  $\Delta 22192$  allele are shown as dashes.

(B) QPCR results showing the absence of *atf6* mRNA in knock out embryos. Data are mean  $\pm$  SEM. \*\*\*\*P < 0.0001.

(C) Left panels, live images of control and *atf6*<sup>-/-</sup> zebrafish at 5 dpf. Right panels, Oil Red O (ORO) staining of 7 dpf zebrafish larvae, livers were outlined with dashed line. Lateral view, anterior to the left.

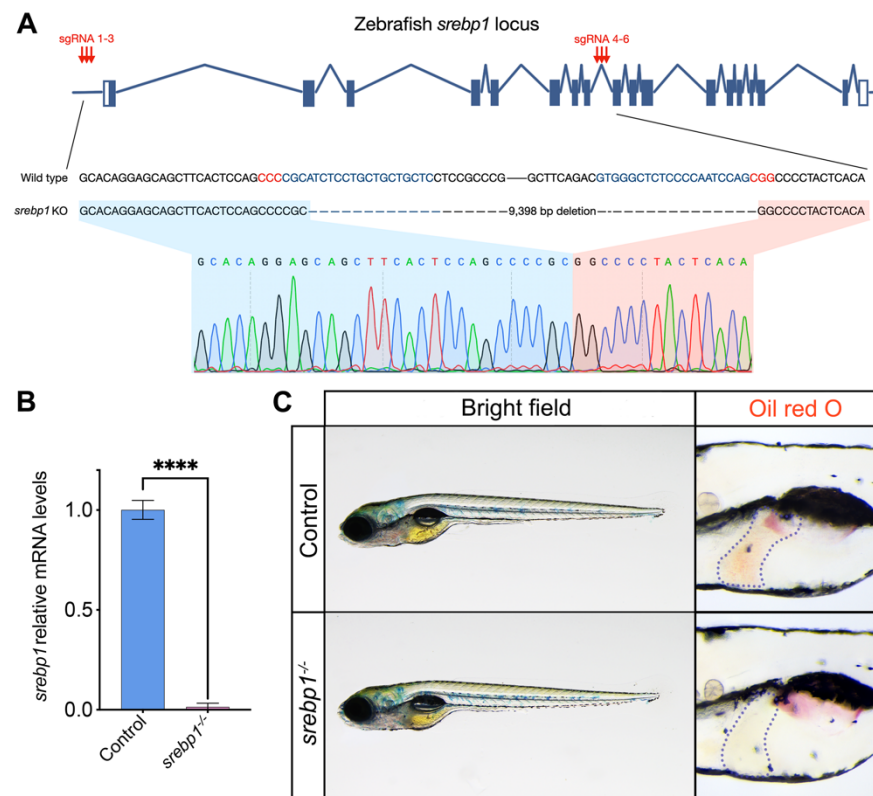

**Fig. S9. Generation of *srebp1* knockout zebrafish line.**

(A) The zebrafish *srebp1* genomic locus and Cas9/sgRNA targeting site. Deletions in  $\Delta 9398$  allele are shown as dashes.

(B) QPCR results showing the absence of *srebp1* mRNA in knock out embryos. Data are mean  $\pm$  SEM. \*\*\*\*P < 0.0001.

(C) Left panels, live images of control and *srebp1*<sup>-/-</sup> zebrafish at 5 dpf. Right panels, Oil Red O (ORO) staining of 7 dpf zebrafish larvae, livers were outlined with dashed line. Lateral view, anterior to the left.

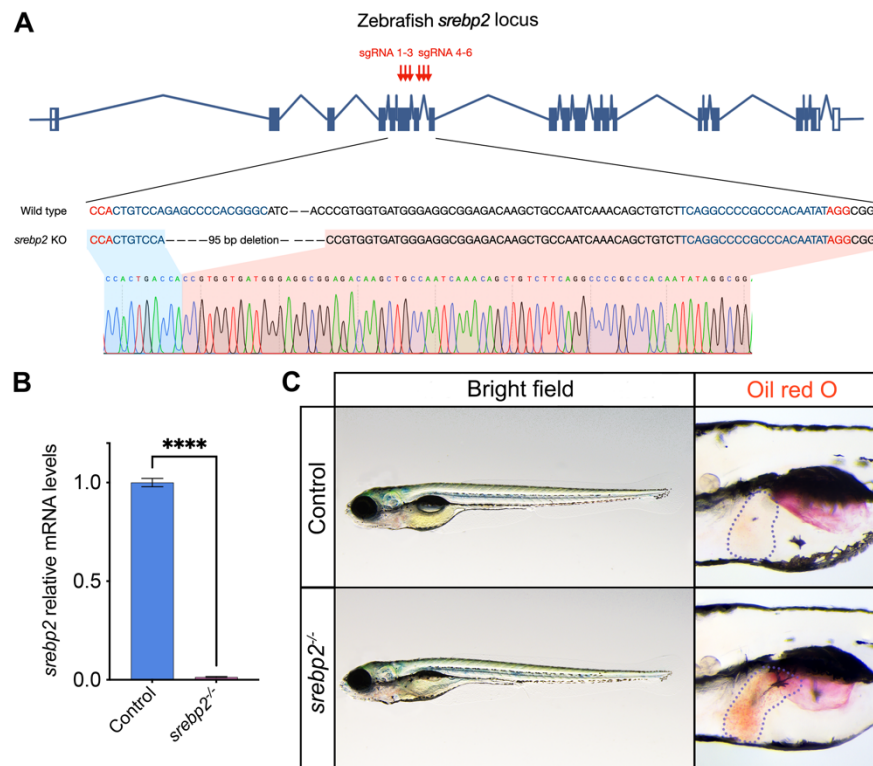

**Fig. S10. Generation of *srebp2* knockout zebrafish line.**

(A) The zebrafish *srebp2* genomic locus and Cas9/sgRNA targeting site. Deletions in  $\Delta 95$  allele are shown as dashes.

(B) QPCR results showing the absence of *srebp1* mRNA in knock out embryos. Data are mean  $\pm$  SEM. \*\*\*\*P < 0.0001.

(C) Left panels, live images of control and *srebp2*<sup>-/-</sup> zebrafish at 5 dpf. Right panels, Oil Red O (ORO) staining of 7 dpf zebrafish larvae, livers were outlined with dashed line. Lateral view, anterior to the left.

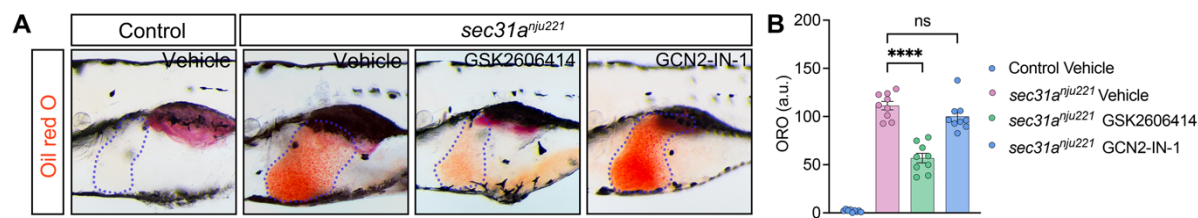

**Fig. S11. Inhibition of PERK alleviates hepatic steatosis of *sec31a*<sup>nju221</sup> larvae.**

(A) Oil Red O staining for 7 dpf zebrafish larvae which were treated with vehicle, 5uM GSK2606414 or 10  $\mu$ M GCN2-IN-1 from 24 hpf. Livers were outlined with dashed line.

(B) Quantification of Oil red O staining intensity in A. Data are the mean  $\pm$  SEM, \*\*\*\* indicates  $p < 0.0001$ , Student's t-test.

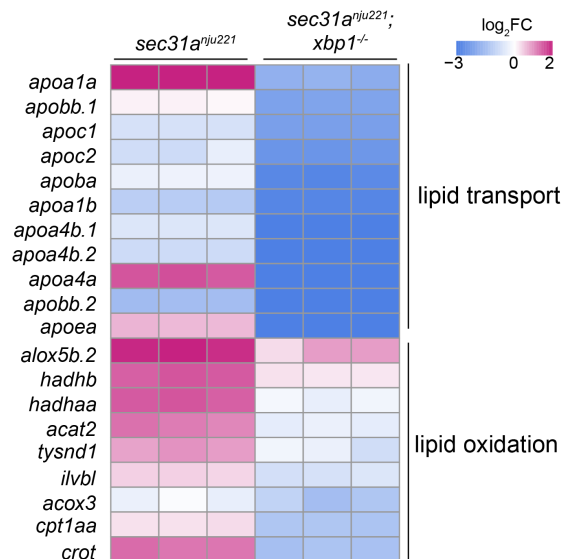

**Fig. S12. Heatmap showing the expression levels of genes involved in lipid and transport oxidation in liver from *sec31a*<sup>nju221</sup> and *sec31a*<sup>nju221</sup>; *xbp1*<sup>-/-</sup> larvae.**

**Table S1. Quantification of liver oil red O staining on zebrafish knock-out lines**

| Genotype                                             | Oil red O<br>Integrated density<br>(a.u.) | Genotype                    | Oil red O<br>integrated density<br>(a.u.) |
|------------------------------------------------------|-------------------------------------------|-----------------------------|-------------------------------------------|
| Wild type                                            | 2.5 ± 1.4                                 |                             |                                           |
| <i>sec31a<sup>nju221</sup></i>                       | 73.3 ± 1.0                                |                             |                                           |
| <i>sec31a<sup>nju221</sup>; atf4a/b</i> DKO          | 33.0 ± 2.3 (****) <sup>a</sup>            | <i>atf4a/b</i> DKO          | 5.6 ± 0.6 (ns) <sup>b</sup>               |
| <i>sec31a<sup>nju221</sup>; xbp1<sup>-/-</sup></i>   | 77.6 ± 0.4 (ns) <sup>a</sup>              | <i>xbp1<sup>-/-</sup></i>   | 50.3 ± 2.7 (****) <sup>b</sup>            |
| <i>sec31a<sup>nju221</sup>; atf6<sup>-/-</sup></i>   | 65.4 ± 1.3 (**) <sup>a</sup>              | <i>atf6<sup>-/-</sup></i>   | 5.5 ± 0.1 (ns) <sup>b</sup>               |
| <i>sec31a<sup>nju221</sup>; srebp1<sup>-/-</sup></i> | 75.4 ± 0.4 (ns) <sup>a</sup>              | <i>srebp1<sup>-/-</sup></i> | 23.5 ± 1.3 (****) <sup>b</sup>            |
| <i>sec31a<sup>nju221</sup>; srebp2<sup>-/-</sup></i> | 71.6 ± 0.8 (ns) <sup>a</sup>              | <i>srebp2<sup>-/-</sup></i> | 54.2 ± 2.1 (****) <sup>b</sup>            |

Staining signal were determined and analyzed using ImageJ software. a.u., arbitrary units. Data represent the mean ± s.e.m. \*  $p \leq 0.05$ ; \*\*  $p \leq 0.01$  \*\*\*\*;  $p \leq 0.0001$ ; ns = no significant. <sup>a</sup>, compared with *sec31a<sup>nju221</sup>* samples. <sup>b</sup>, compared with wild-type samples.

**Table S2. Primers for genotyping crispr/cas9 knockout fish lines**

| Genes         | Forward Primer (5'-3')             | Reverse Primer (5'-3')          | Amplicon size from WT allele | Amplicon size from KO allele |
|---------------|------------------------------------|---------------------------------|------------------------------|------------------------------|
| <i>atf4a</i>  | CTCCAGTGATTAAACCTGATGAA<br>GG      | GAGATGCAGGATGAGGAGTT<br>ATGATG  | 1447 bp                      | 339 bp                       |
|               | GTCACCCCTTTGCTAAATGACTG            | GTGTATTGGTCACCTGTGCTC<br>TG     | 405 bp                       | -                            |
| <i>atf4b</i>  | CAGGTCCTTTGTGGCAACTCTGA<br>TC      | CAGTGCATAGGATAAGATACA<br>CACGAC | 1711 bp                      | 415 bp                       |
|               | GGGCTGATGGTGTGATTATGAG             | CATCTTTATCTAGAATTGACC<br>GCAG   | 327 bp                       | -                            |
| <i>atf6</i>   | GTTGTCATCCATTGCTAATGTATT<br>GCTCAC | GAAGAAAGCAGGACTTCAGTT<br>CCATCC | 22790 bp                     | 595 bp                       |
|               | CACACCGAACTGAACCTCAACTC            | GGACACAGCAACATAATACC<br>CC      | 369 bp                       | -                            |
| <i>srebf1</i> | GATTTGATTAGGCAGGAATAACT<br>GGACTG  | GTGTGTGTGTGTGTGTTACCT<br>TGTTG  | 10070 bp                     | 687 bp                       |
|               | GATTTGATTAGGCAGGAATAACT<br>GGACTG  | GCGGCTGGAAGGCTTTATCT            | 733 bp                       | -                            |
| <i>srebf2</i> | ATGCAGAGTATCATGACGTCTOC<br>G       | GTTCACTGCTGCAGGTATTT<br>GATG    | 1072 pb                      | 977 bp                       |
| <i>xbp1</i>   | CTCAGCCTCCTTTGTTTATGTTGT<br>G      | GTCAGATACGAAGCCTTCTC<br>GTAGC   | 4309 bp                      | 394 bp                       |
|               | CTAAGTGCCCTGTGAAATTCCTAT<br>C      | CTTCTGTTTTGATTAGGGGTG<br>GG     | 477 bp                       | -                            |

**Table S3. Primers for quantitative real-time RT-PCR analysis**

| Genes          | Forward Primer (5'-3')   | Reverse Primer (5'-3')    |
|----------------|--------------------------|---------------------------|
| <i>pcxb</i>    | CCTTCAGGTCAAAGGTGCTC     | GTGATTTTCATCCCCGTGTGC     |
| <i>hpxa</i>    | GGTGCCCTCACTTTGGGAG      | GCCAGCGTCGTCAGATGTTA      |
| <i>ces2a</i>   | ATGCCACCGAACACCCTTTA     | CAGACCCCCTCCATGAATCC      |
| <i>ces2b</i>   | AGCGCTCCTTTCACAGAAGA     | TTTTCCCAGGTTTCTGTTGC      |
| <i>sec22ba</i> | TCACTTTCTGCCAGTCACTCAA   | GTCTCGTCCAGACTGCTCGT      |
| <i>snap23</i>  | CGGCCCCCTATATCACTAGAATAA | ATTTCCAGTGTTTGGTCCCT      |
| <i>stx18</i>   | GAACGCCCGGCAGTGTGATGAGC  | CTTTTTGTCCATCTCGGAGCG     |
| <i>scfd1</i>   | CTGCTCTCAAACGAATGCTC     | TCTGAGTGCAACAAGAGGTG      |
| <i>cope</i>    | GGCAAACCATTGAGGTTACA     | GTATTATTTTCAGGCGCTGGG     |
| <i>copb2</i>   | GGTCATAACTGGCGCTGATG     | ACCTGACTGCACGACCATTT      |
| <i>sec13</i>   | CCCATGTACGGCAACATCCT     | GCAAACCGAATTGACCGAGG      |
| <i>sec16b</i>  | GCTTTGACAACCAAAGAATCCTC  | CACTCCACATTATCAGTTGGAACA  |
| <i>asns</i>    | GGGAAAGTGGAGTCTGTTCA     | TGTCTCCAATTCGAAGTCTGT     |
| <i>atf3</i>    | CACACAACCAGATTTTCGGCAT   | CGTTGGACATGCGTTTGTCT      |
| <i>hspa5</i>   | TCATCAATGAGCCTACGGCG     | GTGGCCACCACTTCAAACAC      |
| <i>atf5a</i>   | GAAGACTCTACTCGTCTGCC     | GTCACTAAGACCATCACCAATTA   |
| <i>atf6</i>    | CTGTGGTGAAACCTCCACCT     | CATGGTGACCACAGGAGATG      |
| <i>apoa1</i>   | TCTCTTGGCCTTGGGTTCC      | GCTCATAGTCGGTTCCGTCC      |
| <i>socs7</i>   | TCAGTCTGCTGGATGCTTTC     | AGTGAAGCTACTGGAATCGG      |
| <i>lipca</i>   | ATTCATGGCTGGTTCGGTAGA    | GAGTCAGCCAATCTGCAATC      |
| <i>srebf1</i>  | CATCCTGACCACCGTTCCTC     | TCGGTAGCGTTTCTCGATGG      |
| <i>acaca</i>   | TGCTGAGAGTGAGGACAGAATG   | TGACAGGGTGGGGTAAAGGA      |
| <i>fasn</i>    | CTACAACTGCACGAGGTGTG     | TTTATGCGAAGGTTTAGCCCTCT   |
| <i>xbp1</i>    | GAGGAGCCCACAAAGTCCTC     | CGAAGTGCTTTTCTCTCTGG      |
| <i>srebp1</i>  | CATCCTGACCACCGTTCCTC     | TCGGTAGCGTTTCTCGATGG      |
| <i>srebp2</i>  | CTCTAAGCCCCTCCAGACT      | GGGGTCCGCTTTATCTCTCG      |
| <i>atf4a</i>   | TTAGCGATTGCTCCGATAGC     | GCTGCGGTTTTATTCTGCTC      |
| <i>atf4b</i>   | CTGCCCTGGTTACCCTCAGA     | TTCCACTAAACGAATGATCTTCACC |
| <i>18s</i>     | TCGCTAGTTGGCATCGTTTATG   | CGGAGGTTTGAAGACGATCA      |

**Table S4. Proteomics dataset for adult zebrafish liver.**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.050748#supplementary-data>

**Table S5. Zebrafish lines used in this study.**

| Fish line                                                      | Source                          | Genotype                                                                                    |
|----------------------------------------------------------------|---------------------------------|---------------------------------------------------------------------------------------------|
| AB                                                             | China Zebrafish Resource Center | Wild type                                                                                   |
| <i>sec31a</i> <sup>nju221</sup>                                | This paper                      | <i>sec31a</i> <sup>nju221</sup>                                                             |
| <i>xbp1</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>   | This paper                      | <i>xbp1</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>                                |
| <i>atf4a</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>  | This paper                      | <i>atf4a</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>                               |
| <i>atf4b</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>  | This paper                      | <i>atf4b</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>                               |
| <i>atf4a/b dko</i> ; <i>sec31a</i> <sup>nju221</sup>           | This paper                      | <i>atf4a</i> <sup>-/-</sup> ; <i>atf4b</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup> |
| <i>atf6</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>   | This paper                      | <i>atf6</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>                                |
| <i>srebp1</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup> | This paper                      | <i>srebp1</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>                              |
| <i>srebp2</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup> | This paper                      | <i>srebp2</i> <sup>-/-</sup> ; <i>sec31a</i> <sup>nju221</sup>                              |

How the deposited data were processed for this re-analysis (not part of the article)

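The data are RNA-seq counts from livers dissected from zebrafish larvae at 7 dpf, in WT, *sec31a nju221* and 5 double mutant lines, with 3 libraries per genotype and 21 libraries in all. The authors prepared low-input libraries, mapped read pairs to GRCz11 with HISAT2 and counted them with FeatureCounts on the Ensembl annotation. The deposited values are whole-number counts per gene, without normalization, one file per library. The paper's text does not name the Ensembl release, the strand setting or the treatment of reads that map to several places, so genes with close paralogs are uncertain. The authors analysed the counts with DESeq2 after leaving out genes with fewer than 10 normalized counts in total.

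Of the 32520 gene identifiers, 29201 had a symbol in a name table. Where a symbol of the paper or of a list was not in that table, a gene was accepted when at least 3 of the 15 neighbours on each side were shared with the reference table of genes. This gave 11 of 11 genes of Fig. 2D (5 through neighbours), 20 of 20 genes of Fig. S12 and 8 of 8 disrupted genes with *sec31b*. Lists written before the data were examined matched in part: lipid regulators 119 of 125, Atf4 targets 36 of 37, Xbp1 targets 29 of 31, Atf6 targets 16 of 16, Srebp2 targets 24 of 25, secreted hepatocyte proteins 41 of 47, other hepatocyte proteins 49 of 52, exocrine pancreas 19 of 27, intestine 15 of 19 and erythrocyte 12 of 18. Of the matched genes, 24 lipid regulators, 3 Srebp2 targets and 0 of the other lists are genes of Fig. 2D or Fig. S12 or disrupted genes.

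Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM normalization, quasi-likelihood test over all 21 libraries) and limma 3.58.1, with DESeq2 1.42.0 as an alternative, and in Python 3.11.15 with gseapy 1.3.1. Genes were kept with a scaled total of at least 10 counts. Differentially expressed genes had a fold change above 2 and a Benjamini-Hochberg false discovery rate below 0.001, as in the paper's analysis at 5 dpf, and a gene of a figure was counted as lower at an adjusted p below 0.05. Log2 values per library used a prior count of 2. Deviation from WT was the root mean square log2 difference from the WT mean. Preranked GSEA used 1000 permutations and a weight of 1. Lists of targets were tested with camera at a correlation between genes of 0.01, in 24 tests of 4 lists. List medians were set against 10000 random lists drawn from the 100 genes nearest in expression.

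The variance between the 3 libraries of a genotype was little larger than the sampling of read pairs gives, although the paper states that all its experiments had biological replicates. They were counted as 1 sample. Adjusted p-values for differences between genotypes are therefore not printed, and ranges over libraries describe sequencing precision only. The precision at these depths of 9608400 to 23095746 counts per library is that of sampling. The median log2 fold change over all genes tested was 0.18 between *sec31a nju221* and WT and 0.22 between the libraries labelled *sec31a nju221*; *atf4a/b* DKO and *sec31a nju221*. With DESeq2's size factors the former was 0.10. With TMM factors from the 5238 genes with a mean of at least 10 CPM they were 0.28 and 1.42.

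The tests were tried on simulated data before use. With 200 genes changed 4-fold among 30745, edgeR recovered 90.5% and DESeq2 91%, each with 0 false calls. With a coefficient of variation of 0.2 added, they recovered 80.5% and 79.5% among 30748 genes, again with 0 false calls. All simulated libraries had one profile apart from the changed genes, and the spread was drawn separately for each library. A difference shared by all libraries of a genotype was not simulated, so these false calls say nothing about it. A simulated share of paired reads of 0.75 was estimated as 0.756.

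Genes named in the text were set by a rule written before the data were examined: the disrupted genes and *sec31b*, the genes of Fig. 2D and Fig. S12, and the 3 largest rises and falls in each of 3 comparisons. Those had to have a mean of at least 10 CPM in one genotype, a symbol that is no clone name, and no overlap between the libraries of the genotypes compared. A gene that met this rule is not reported here. Named outside the rule, after their values were seen, were *apoa2*, *arf4a* and *fabp2*. Alternatives set beforehand were DESeq2, RLE size factors, other filters, other thresholds, fits to 6 libraries, the replicate number as a block, each library left out, other prior counts, other measures of deviation, and fry or an estimated correlation for the lists. Summing the libraries of a genotype with an assumed coefficient of variation of 0.2 or 0.4, and thinning all libraries to 9608400 counts, were added after the data were seen, as were testing the genes of the figures with no filter, taking TMM factors from genes with a mean of at least 10 CPM and leaving the 24 genes out of the lipid regulators. The 5 dpf RNA-seq of the paper was not analysed here.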

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

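The tests of the explanations in this part were chosen after the values were seen. *atf4a* and *atf4b* are the genes disrupted in the *sec31a nju221*; *atf4a/b* DKO line, and the paper does not report their counts in these libraries. In the libraries labelled *sec31a nju221*; *atf4a/b* DKO, *atf4a* was 0.98 higher than in *sec31a nju221* on the log2 scale and *atf4b* 0.58 higher. The 2 genes were lowest in the libraries labelled *atf6*, at 0.848 and 25.1 CPM. An exchange of labels with another double mutant is argued against by the other disrupted genes: of *xbp1*, *atf6*, *srebf1* and *srebf2*, 0 were lowest in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. *xbp1* had 0.384 CPM under its own label against 32.7 CPM in these libraries, *atf6* 4.39 against 123 CPM and *srebf2* 1.00 against 9.30 CPM. *srebf1* was lowest in the *srebp2* libraries (0.407 CPM, and 0.457 CPM under its own label), from few counts. Transcript left from the deleted alleles stays open and cannot be told apart from intact transcript, since the log2 change of 0.58 in *atf4b* comes from counts per gene that do not show exons. The paper reports by qPCR that both mRNAs were absent in knockout embryos (Fig. S7). No biological explanation was tested. Each direction drawn from these libraries depends on their label.

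*arf4b*, which the paper does not discuss, was 9.21 higher on the log2 scale in *sec31a nju221* than in WT, with 871 CPM against 1.46 CPM. It had 500 CPM in the *srebp1* double mutant, 95.3 CPM in the *srebp2* and 56.8 CPM in the *xbp1* double mutant, 1.51 CPM in the *atf6* double mutant and 0.948 CPM in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. Its paralog *arf4a* rose too, from 169 to 6162 CPM, and reads shared with it would raise *arf4b*. A fixed share is argued against as the whole source: if all *arf4b* counts of WT came from *arf4a*, the same share would give 53.3 CPM in *sec31a nju221*. In the *srebp1* double mutant *arf4b* was above *arf4a*, with 500 against 303 CPM. The log2 ratio of the TMM factors of *sec31a nju221* and WT was 0.652, far below the change. A difference between the single preparations of each genotype cannot be told apart from the genotype, as each counts as 1 sample. Loss of *sec31a* stays open as a hypothesis.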

How the results depend on the processing

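The numbers of differentially expressed genes in the 11 comparisons stayed within 1.5 times under DESeq2, RLE size factors, both other filters and fits to 6 libraries. With each library left out in turn, the count for *sec31a nju221* against WT was 4447 to 4516, for the libraries labelled *sec31a nju221*; *atf4a/b* DKO 7771 to 7982 against WT and 6621 to 6719 against *sec31a nju221*, and for *sec31a nju221*; *xbp1-/-* 6999 to 7185 and 5676 to 5727. It was 8368 to 8569 and 7096 to 7171 for the *atf6*, 4543 to 4600 and 4780 to 4886 for the *srebp1*, and 5098 to 5205 and 6667 to 6963 for the *srebp2* double mutant. With a false discovery rate below 0.05 and any fold change, more genes pass by construction: 11516 for *sec31a nju221* against WT. Against WT and then *sec31a nju221*, the counts were 16643 and 14531 for the libraries labelled *sec31a nju221*; *atf4a/b* DKO, 15980 and 13081 for *xbp1*, 17105 and 15147 for *atf6*, 12303 and 13195 for *srebp1*, and 13384 and 15687 for *srebp2*.

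Counting the libraries of a genotype as 1 sample, chosen after the data were seen, lowered every count of differentially expressed genes, since fewer samples and a larger spread were assumed. At a coefficient of variation of 0.2 the count for *sec31a nju221* against WT was 1862. Against WT and then *sec31a nju221* it was 4551 and 4105 for the libraries labelled *sec31a nju221*; *atf4a/b* DKO, 3732 and 2858 for *xbp1*, 4997 and 4399 for *atf6*, 2019 and 1803 for *srebp1*, and 2179 and 3279 for *srebp2*. At 0.4 it was 68 for *sec31a nju221*, and 324 and 424, 124 and 70, 173 and 280, 120 and 87, and 130 and 164 in the same order. Of the genes of Fig. 2D 5, and of Fig. S12 7, were then lower, against 8 and 20 at 0.2.

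TMM factors from genes with a mean of at least 10 CPM, also chosen after the data were seen, moved 6 of the 11 counts. Against WT and then *sec31a nju221*, they were 16541 and 15491 for the libraries labelled *sec31a nju221*; *atf4a/b* DKO, 16011 and 14352 for *xbp1*, and 17513 and 17031 for *atf6*. Higher genes were 88.7% and 87.3%, 91.9% and 92.5%, and 92.4% and 90.8% of these, since every log2 fold change rose, by 1.32 and 1.22, 1.30 and 1.20, and 1.54 and 1.44. The same scaling left 6 genes of Fig. 2D and 15 of Fig. S12 lower. Against *sec31a nju221* it reversed *lrp8* (0.39), *dgat1b* (0.0068), *slc27a1a* (0.56) and *cpt1ab* (0.76) in the libraries labelled *sec31a nju221*; *atf4a/b* DKO, and *ilvbl* (0.053) and *acox3* (0.051) in *sec31a nju221*; *xbp1-/-*. Against WT it reversed *dgat1b* (1.26), *acsl1a* (1.07), *plin2* (1.095) and *cidec* (0.43) in the libraries labelled *sec31a nju221*; *atf4a/b* DKO, and *hadhaa* (1.08), *acat2* (0.86), *tysnd1* (0.95) and *ilvbl* (0.64) in *sec31a nju221*; *xbp1-/-*. Why weakly and strongly expressed genes differ in these libraries was not tested.

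The share of higher genes also moved by over 10 percentage points under alternatives set before the data were examined. Another scaling or fit moved it in 2 comparisons of the *srebp2* double mutant. Against *sec31a nju221* it was 39.7%, and 52.9% with DESeq2, 50.1% with RLE size factors and 55.8% in the fit to 6 libraries. Against WT it was 43.3%, and 55.9% in that fit. A false discovery rate below 0.05 moved it against *sec31a nju221* from 26.96% to 46.7% for the libraries labelled *sec31a nju221*; *atf4a/b* DKO, from 18.3% to 41.6% for *xbp1* and from 25.7% to 47.0% for *atf6*, and against WT to 52.5%, 51.3% and 51.9%. Summed libraries, a setting added after the data were seen, lowered it for these 3 at a coefficient of variation of 0.2, against both *sec31a nju221* and WT. The cause was not tested.

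Same-numbered libraries of different genotypes did not deviate together (median r −0.00181 across genes over 63 pairs, 0 of them over 0.1), so the numbers share no pairing. With the replicate number as a block, 4714 genes differed between *sec31a nju221* and WT and 5944 between *sec31a nju221*; *xbp1-/-* and *sec31a nju221*.

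All 11 genes of Fig. 2D and all 20 of Fig. S12 stayed lower under each alternative set for them before the data were examined and with no filter. The deviation difference between the libraries labelled *sec31a nju221*; *atf4a/b* DKO and *sec31a nju221* was 0.193 with genes of at least 10 CPM, 0.334 with RLE size factors and 0.321 to 0.322 without one WT library. The rank of 6 became 5 with the median absolute log2 difference and with TMM factors from genes with a mean of at least 10 CPM, where the difference was 0.751. The difference in enrichment score kept its sign, from −0.885 with a prior count of 10 to −2.46 with a prior count of 0.5, and was −2.48 to −2.44 without one WT library. Its rank of 3 (2 before normalization) became 2 with a prior count of 10 (1 before normalization). With those TMM factors it became 1 (4 before normalization), where the difference was −2.59. That rank rests on a score of exactly −1.0 in every *atf6* library, which is no graded value. The rank became 2 when the genes of Fig. 2D, Fig. S12 and the disrupted genes were left out of the list, where the difference was −0.674. The rank stayed 3 with genes of at least 10 CPM and with a GSEA weight of 0, and was then 3 before normalization too. Thinned to equal totals, the difference was −3.20. None of these permutation tests can pass 0.05, so their p-values say nothing about stability. Of the 24 list tests 15 passed, and 24 with fry, 11 with genes of at least 10 CPM and 15 with an estimated correlation, RLE size factors or the replicate block. The secreted minus non-secreted difference was −0.264 and reversed to 0.239 with the list median. It was −0.135 with genes of at least 10 CPM and −0.273 to −0.255 with each library left out. For the changes other than those due to thresholds and sample numbers, the cause was not tested.

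For single genes, 117 values were followed. Under alternatives set before the data were examined, 4 weakened and 5 strengthened among 1404 recomputed values. *hmgcra* between the libraries labelled *sec31a nju221*; *atf4a/b* DKO and WT was 0.14, ranged from −0.10 without WT replicate 3 to 0.33 without WT replicate 1, and was −0.0076 in the summed libraries, so its sign is not settled. In the summed libraries 98 of 234 values weakened. CPM are relative to scaled totals, so the counts behind 1 CPM depend on the TMM factor as well as the library total. *plin2* had 11 to 15 counts per library in WT (0.986 to 1.34 CPM). In the libraries labelled *sec31a nju221*; *atf4a/b* DKO it had 15 to 21 (0.819 to 1.15 CPM). Such low counts limit genes near 1 CPM.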

Differences from the paper's values

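The log2 fold changes against WT drawn in Fig. 2D and Fig. S12 were read by eye, and 3 of 62 differed by more than the reading error of 0.3. All 3 are from the libraries labelled *sec31a nju221*; *atf4a/b* DKO in Fig. 2D. For *hmgcrb* the value was −1.49, against the paper's about 0.6 in Fig. 2D, read by eye. For *lrp8* it was 0.56, against the paper's about -1.2 in Fig. 2D, read by eye. For *gck* it was −2.41, against the paper's about -1.6 in Fig. 2D, read by eye. None of the alternatives set before the data were examined closed the gap for any of the 3 genes.

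The paper states that the *sec31a nju221*; *atf4a/b* DKO line has the lowest enrichment score for regulators of lipid metabolism and the transcriptome nearest to WT. The legend of Fig. 2C names a permutation test based on phenotypes, which was not run here, so the procedures differ as well as the lists. With a list of its own and preranked GSEA of each library, this re-analysis placed the libraries labelled *sec31a nju221*; *atf4a/b* DKO at rank 3 from the lowest score. They were at rank 2 with a prior count of 10. Their score of −2.24 was farther from 0 than those of *sec31a nju221* (−0.369) and the *srebp1* (0.312) and *srebp2* (0.259) double mutants. The latter scores each had libraries on both sides of 0. By the score before normalization, they were at rank 2, and at rank 1, the lowest, with a prior count of 10 (−0.573). That rank was 3 with genes of at least 10 CPM or a GSEA weight of 0. With TMM factors from genes with a mean of at least 10 CPM, chosen after the values were seen, they were at rank 1 (−1.65). The score of the *atf6* double mutant was then −1.0 in every library and that of *sec31a nju221*; *xbp1-/-* ranged from −2.245 to −1.0. Exactly −1.0 in every library is no graded value, so rank 1 decides nothing. Before normalization the libraries labelled *sec31a nju221*; *atf4a/b* DKO were at rank 4. They were at rank 2 when the genes of Fig. 2D, Fig. S12 and the disrupted genes were left out of the list, also chosen after the values were seen. By deviation from WT over all genes they were at rank 6 of 6, the farthest, and at rank 5 with the median absolute log2 difference or with those TMM factors.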

Other observations

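Some tests in this part were chosen after the results were seen: that of 1 pool per genotype, that of a shared batch for the genes of Fig. S12, and that of 2 exchanged genes in Fig. 2D. The 3 libraries of each genotype differ by little more than sampling noise. Counting both mates of a pair fits the excess of even counts, at least 54.7% in every genotype. One pool of material per genotype, sequenced in 3 portions, is a candidate explanation for the low spread at high counts, where the ratio of variance to mean reached at most 2.24 at 2000 to 10000 counts. Above 10000 counts it was 2.18 to 3.15 from the median over genes, and 3.934 to 9.755 as a mean over genes.

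Of the 10 splits of the 6 libraries in each of the 11 comparisons, 1, the real one, gave as many differentially expressed genes. The same held for the genes of Fig. 2D and of Fig. S12, with 1 of 10 splits each, and 10 splits cannot give a smaller share. The other splits gave 0 calls, because mixing genotypes puts their difference into the spread within a group. With libraries this alike the outcome was fixed in advance, so the splits cannot tell genotype from preparation. For the 24 list tests, 23 of 100 random splits gave as many past the threshold.

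The lists of targets rose in *sec31a nju221* against WT for Atf4 (median log2 fold change 1.22), Xbp1 (1.13) and Atf6 (0.635), while Srebp2 targets had −0.288. In the libraries labelled *sec31a nju221*; *atf4a/b* DKO against *sec31a nju221* the medians were −1.48, −3.26 and −3.31, with 0.179 for Srebp2 targets. In *sec31a nju221*; *xbp1-/-* they were −0.85, −2.62, −1.12 and −0.65, and in the *atf6* double mutant −1.58, −2.34, −2.22 and −0.0465. In the *srebp1* double mutant they were −0.119, 0.524, 1.22 and −0.170, and in the *srebp2* double mutant −0.118, −0.311, 0.474 and −0.418. With genes of at least 10 CPM, the Atf4, Xbp1, Atf6 and Srebp2 medians were 1.58, 1.41, 0.744 and 0.970 in *sec31a nju221* against WT, with 18, 22, 16 and 8 genes. In *sec31a nju221*; *xbp1-/-* against *sec31a nju221* they were 0.00196, −1.91, 0.0751 and −0.102, in the libraries labelled *sec31a nju221*; *atf4a/b* DKO −1.24, −2.15, −2.12 and −0.856, and in the *atf6* double mutant −0.603, −1.19, −0.791 and −0.421. Over the full lists, TMM factors from those genes gave 0.32, −1.77, 0.0754 and 0.54 in *sec31a nju221*; *xbp1-/-*, −0.56, −2.06, −2.14 and 1.39 in the libraries labelled *sec31a nju221*; *atf4a/b* DKO and −0.148, −0.912, −0.792 and 1.39 in the *atf6* double mutant. The direction for Srebp2 targets in *sec31a nju221* and these 3 lines, and for Atf4 and Atf6 targets in *sec31a nju221*; *xbp1-/-*, thus depended on the scaling or the genes kept. So did that for Atf4 targets in the *srebp1* and *srebp2* double mutants. In the *srebp1* double mutant they had 0.236 with genes of at least 10 CPM and −0.0849 with RLE size factors. In the *srebp2* double mutant they had −0.2445 and 0.0333 in the same order. Against *sec31a nju221*, medians from the edgeR fit were set among random lists matched on expression and on the change between *sec31a nju221* and WT. Atf4, Xbp1 and Atf6 targets were at percentiles 18.4, 0.12 and 0 in the libraries labelled *sec31a nju221*; *atf4a/b* DKO. They were at 98, 0 and 98.85 in *sec31a nju221*; *xbp1-/-*, and at 62.5, 51.04 and 40.96 in the *atf6* double mutant. Falls at the middle or high percentiles were no larger than those of equally raised genes. Whether the lists differ between double mutants was not tested.

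The WT, *sec31a nju221*, *srebp1* and *srebp2* libraries have 18918025 counts or more, and the others 11666806 or fewer. The raw total as the source of the larger deviation of the libraries labelled *sec31a nju221*; *atf4a/b* DKO is argued against. After thinning to equal totals, 0.2999 of the difference of 0.326 was left. Before thinning, TMM factors were 0.483 to 0.487 in WT, 0.761 to 0.762 in *sec31a nju221* and 1.56 to 1.58 in those libraries. Thinning equalized the raw totals and not the scaled totals, so a part of the latter was not tested. A batch shared by the lower-depth genotypes stays open for the fold changes that the libraries labelled *sec31a nju221*; *atf4a/b* DKO, *sec31a nju221*; *xbp1-/-* and the *atf6* double mutant share, since depth group and genotype coincide. Over references with no shared library and 5200 genes, Pearson's r across genes was −0.105 to 0.379 between them, 0.173 to 0.431 between the *srebp1* and *srebp2* double mutants, and −0.210 to 0.0727 between the groups. Genes are not independent replicates.

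The 11 genes of Fig. 2D had a median log2 fold change against *sec31a nju221* of −1.78 in the libraries labelled *sec31a nju221*; *atf4a/b* DKO and −1.84 in the *atf6* double mutant. It was −0.935 and −0.947 in the *srebp1* and *srebp2* double mutants. The 4 medians with TMM factors from genes with a mean of at least 10 CPM were −0.56, −0.40, −1.03 and −1.13. A shared batch and the genotype cannot be told apart, because the lower-depth genotypes are the same as 3 of the double mutants. The choice of genes raised in *sec31a nju221* may explain the fall: lists matched on that rise had a median of −1.97, which puts the genes of Fig. 2D at percentile 65.6. Lists matched on expression alone had −0.992, which puts these genes at percentile 6.95.

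The lipid transport genes of Fig. S12 had a median of −2.88 in *sec31a nju221*; *xbp1-/-* against *sec31a nju221*, and 49 non-secreted hepatocyte genes −0.95. These were −1.68 and 0.25 with TMM factors from genes with a mean of at least 10 CPM. Fewer hepatocytes in the tissue cannot be told apart, since the paper chose the transport genes on these samples, although 0% of 10000 draws from the hepatocyte genes were as low. Less intestine cannot be told apart: the intestine list had a median of 0.192 with members going both ways (4 of 15 lower), and *fabp2* fell from 3265 to 558 CPM. A shared batch stays open, as the median in the *atf6* double mutant was −2.82, where depth and genotype coincide.

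Transcripts of secreted and of other hepatocyte proteins were compared within each library. The mean difference between *sec31a nju221*; *xbp1-/-* and *sec31a nju221* was −0.264 on the log2 scale (exact permutation test, p = 0.1) and 0.239 with list medians, so neither fewer hepatocytes nor a loss of secreted transcripts could be told apart. Between *sec31a nju221* and WT the medians of the lists were −1.14 (secreted), −0.998 (other hepatocyte), −1.91 (exocrine pancreas), 0.66 (intestine) and −0.211 (erythrocyte). The exocrine pancreas list was 3.38 and 3.28 higher in the *atf6* and *srebp1* double mutants than in *sec31a nju221*.

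In the libraries labelled *sec31a nju221*; *atf4a/b* DKO against WT, the value of *hmgcrb* was near the one drawn for *lrp8* in Fig. 2D, and the value of *lrp8* near that for *hmgcrb*. An exchange of the 2 genes could explain their differences from the figure, as the larger difference was 0.286 after an exchange, within the reading error. Of the 6 tiles drawn for them, 0 were within that error as labelled and 5 after the exchange. The exchange was found from these values and 1 tile departs from it, so it stays open. The difference for *gck* is not covered by it.

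Chosen by rule, the largest rises in *sec31a nju221* against WT were *rarres3* (log2 fold change 9.28), *arf4b* and *tubb5* (8.91). Among the largest falls were *crybb1l3* (−6.35) and *sult1st4* (−6.33). In the libraries labelled *sec31a nju221*; *atf4a/b* DKO against *sec31a nju221* the largest rises and falls were *CYP24A1* (6.68), *RNASEK* (5.67, a symbol shared by several identifiers) and *bnip4* (5.61), and *sec22ba* (−10.93), *arf4b* (−9.83) and *apoa4a* (−9.19). In *sec31a nju221*; *xbp1-/-* against *sec31a nju221* they were *GLT8D2* (5.36), *bnip4* (5.02) and *ccdc117* (4.69), and *xbp1* (−8.05), *ankrd31* (−7.42) and *apoea* (−6.98).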
